# Adaptive genomic structural variation in the grape powdery mildew pathogen, *Erysiphe necator*

**DOI:** 10.1186/1471-2164-15-1081

**Published:** 2014-12-09

**Authors:** Laura Jones, Summaira Riaz, Abraham Morales-Cruz, Katherine CH Amrine, Brianna McGuire, W Douglas Gubler, M Andrew Walker, Dario Cantu

**Keywords:** Fungal genomics, Copy number variation, Genetic adaptation, Fungicide resistance, Cytochrome p450, CYP51

## Abstract

**Background:**

Powdery mildew, caused by the obligate biotrophic fungus *Erysiphe necator*, is an economically important disease of grapevines worldwide. Large quantities of fungicides are used for its control, accelerating the incidence of fungicide-resistance. Copy number variations (CNVs) are unbalanced changes in the structure of the genome that have been associated with complex traits. In addition to providing the first description of the large and highly repetitive genome of *E. necator*, this study describes the impact of genomic structural variation on fungicide resistance in *Erysiphe necator*.

**Results:**

A shotgun approach was applied to sequence and assemble the genome of five *E. necator* isolates, and RNA-seq and comparative genomics were used to predict and annotate protein-coding genes. Our results show that the *E. necator* genome is exceptionally large and repetitive and suggest that transposable elements are responsible for genome expansion. Frequent structural variations were found between isolates and included copy number variation in *EnCYP51*, the target of the commonly used sterol demethylase inhibitor (DMI) fungicides. A panel of 89 additional *E. necator* isolates collected from diverse vineyard sites was screened for copy number variation in the *EnCYP51* gene and for presence/absence of a point mutation (Y136F) known to result in higher fungicide tolerance. We show that an increase in *EnCYP51* copy number is significantly more likely to be detected in isolates collected from fungicide-treated vineyards. Increased *EnCYP51* copy numbers were detected with the Y136F allele, suggesting that an increase in copy number becomes advantageous only after the fungicide-tolerant allele is acquired. We also show that *EnCYP51* copy number influences expression in a gene-dose dependent manner and correlates with fungal growth in the presence of a DMI fungicide.

**Conclusions:**

Taken together our results show that CNV can be adaptive in the development of resistance to fungicides by providing increasing quantitative protection in a gene-dosage dependent manner. The results of this work not only demonstrate the effectiveness of using genomics to dissect complex traits in organisms with very limited molecular information, but also may have broader implications for understanding genomic dynamics in response to strong selective pressure in other pathogens with similar genome architectures.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1081) contains supplementary material, which is available to authorized users.

## Background

Grapevine powdery mildew is one of the most widespread and devastating diseases of wine, table and raisin grapes, the vast majority of which are cultivars of *Vitis vinifera*. This disease is caused by the fungus *Erysiphe necator* Schw. [syn. *Uncinula necator* (Schw.) Burr.], an obligate biotroph that can infect all green tissues of a grapevine (Figure 1A-C [1]). Infected leaves exhibit reduced photosynthesis and often undergo premature senescence and abscission. Early berry infection causes berries to crack, and the overall impact on the crop includes decreased yields, increased acidity, and decreased anthocyanin and sugar content of mature fruit [2]. Even low levels of powdery mildew infection on the berries can lead to ruined table grapes and wines with negative sensory attributes and decreased varietal character [2, 3].

**Figure 1:**
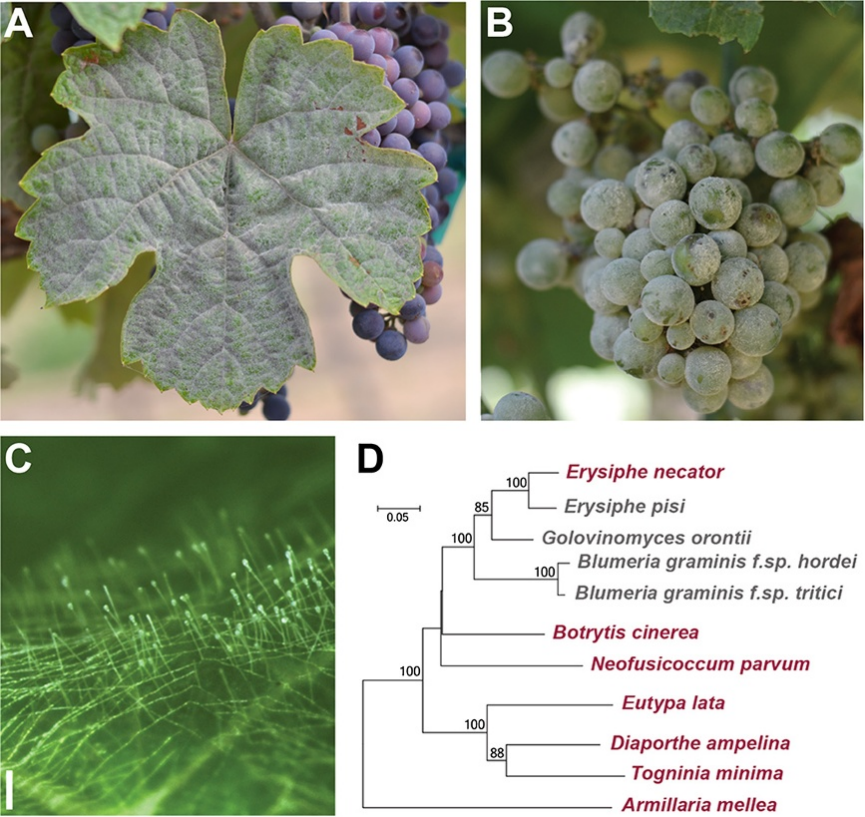
**Powdery mildew disease symptoms and phylogenetic relation of** ***E. necator*** **with other grapevine fungal pathogens and other powdery mildew pathogens.** *E. necator* infections are initiated when conidia come in contact with a susceptible host and germinate, forming hyphae with multilobed appressoria and penetration pegs. Haustoria are formed within the epidermal cell membrane to maintain the parasitic relationship with the host. Young colonies are macroscopically visible and appear white on the surface of **(A)** leaves, **(B)** fruit, and other green tissue. Multiseptate conidophores form along the hyphae perpendicularly to the epidermis, and **(C)** conidia begin to develop within a few days of the initial infection (white bar = 0.2 mm). **(D)** Phylogenetic relationship of *E. necator* with other powdery mildews (gray) and grape fungal pathogens (red). The Neighbor-Joining tree was constructed in MEGA5 [4] using the complete rDNA ITS (ITS1, 5.8 rDNA, ITS2). Multiple publicly available ITS sequences per species were used independently to confirm clustering. The percentage of replicate trees in which the associated taxa clustered together in the bootstrap test (1,000 replicates) is shown next to the branches [5]. Only bootstrap values greater than 60 are shown. The evolutionary distances were computed using the Maximum Composite Likelihood method [6] and are in the units of the number of base substitutions per site. The analysis involved 11 nucleotide sequences. All positions containing gaps and missing data were eliminated. There were a total of 372 positions in the final dataset.

Most cultivated varieties are susceptible to powdery mildew, and as a consequence growers are forced to apply fungicides to control the disease, often as frequently as every 7–10 days when disease pressure is high. It has been estimated that as much as 20% of the total costs associated with wine grape production in California goes to expenses related to powdery mildew control [7]. Elemental sulfur was the first effective fungicide recommended for vineyards in 1848 to control powdery mildew, and it continues to be widely used, mainly due to its efficacy and low cost [8]. Although its multi-site mode of action remains effective at controlling powdery mildew, the limitations to sulfur use include phytotoxicity at higher temperatures, the need for application as a protectant at frequent intervals, potential off-characters in wine, and the risk of unintended environmental consequences [9, 10]. Since the 1960s, new classes of fungicides have been developed and introduced, many with single-site modes of action and beneficial properties such as systemic effectiveness and longer times between applications [8]. One important class of single-site fungicides is the sterol demethylase inhibitors (DMI), which includes the azole fungicides. DMIs inhibit fungal growth by targeting the cytochrome P450 lanosterol C-14α-demethylase (CYP51, also known as ERG11). CYP51 is a key enzyme in eukaryotic sterol biosynthesis, catalyzing the removal of the 14-α carbon of lanosterol during biosynthesis of ergosterol, the major fungal sterol and an important membrane component [11]. Ergosterol depletion and accumulation of deleterious methylated sterols caused by CYP51 inhibition affect membrane integrity and functionality, reducing fungal growth [12].

DMIs are prone to resistance issues due to their single metabolic target. Triadimefon was the first DMI fungicide to be approved for powdery mildew control in vineyards in 1982, and resistance was documented as soon as 1986 [9, 13]. Resistance to other DMIs has since been reported, including cross-resistance between different compounds [14]. DMI resistance in fungi has been associated with several molecular mechanisms, such as *CYP51* mutations [11] and increased expression of *CYP51* [15]. A single point mutation in *CYP51* causing a tyrosine for phenylalanine substitution at position 136 (Y136F) is associated with DMI resistance in *E. necator* [16], and similar mutations conferring DMI resistance have been identified in other fungi including *Blumeria graminis* f. sp. *hordei* (*Bgh*, henceforth [17]), *Candida albicans* [18], and *Mycosphaerella graminicola* [19]. The amino acid 136 is within the highly conserved CR2 domain involved in substrate recognition [20]. Structural modeling has demonstrated that DMIs bind CYP51 at the sixth ligand of the heme group, and it has been suggested that the Y136F mutation confers resistance by obstructing the heme-binding site [21].

Pathogen populations, particularly species with mixed sexual and asexual reproduction systems like *E. necator*, rapidly evolve to circumvent host resistance genes or to counteract chemical control methods [22]. Though new fungicides are being developed and breeding for genetic resistance is ongoing, little is known regarding how *E. necator* evolves to become resistant to fungicides or how it overcomes host immune responses. Whole-genome sequencing, transcriptomics, and comparative genomic approaches have been successfully applied to other fungal plant pathogens [23]. However, publicly available genomic information for *E. necator* is scarce and limited to SSR markers [24–26], likely reflecting the difficulty of working with an obligate parasite. Genomic analyses of related powdery mildew species (Figure 1D), including the ascomycetes that cause powdery mildew in barley (*Bgh*; [27, 28]) and wheat (*B. graminis* f.sp. *tritici*; *Bgt*, henceforth; [29]) have provided insights into their evolution and mechanisms of pathogenicity.

In this study we applied a shotgun approach to sequence the genomes of five isolates of *E. necator*, and used RNA-seq and comparative genomics to predict and annotate protein-coding genes. Our results not only show that the *E. necator* genome is exceptionally large and repetitive compared to other fungal plant pathogens (as previously seen in other powdery mildews), but also that frequent structural variations occur between field isolates. Structural variation resulted in a wide range of copy numbers in the DMI fungicide target gene *CYP51* (*EnCYP51*). A panel of 89 additional *E. necator* isolates collected from both synthetic fungicide-treated and non-treated vineyard sites was screened for both copy number variation and presence/absence of the Y136F mutation in the *EnCYP51* gene. The vast majority (95%) of isolates with increased copy number were collected from fungicide-treated vineyards. Increased *EnCYP51* copy numbers were almost always (94%) detected with the *EnCYP51* mutant allele (Y136F), suggesting that an increase in copy number becomes advantageous only when the *EnCYP51* gene is present in its fungicide-tolerant allelic form. We also show that *EnCYP51* genomic copy number is correlated with both its mRNA transcript level and with fungal growth in the presence of DMI fungicide*.* Taken together, our results demonstrate that copy number variation can be adaptive in the development of resistance to DMI fungicides in *E. necator*.

## Results

### Genome sequencing and assembly of five *E. necator*isolates

Between 2012 and 2013, 94 *E. necator* isolates were collected from seven vineyard sites in California (Additional file 1: Table S1). Five isolates with diverse genetic and geographical backgrounds (Branching, C-strain, e1-101, Lodi, and Ranch9) were selected for genome sequencing based on microsatellite profiling results, collection site, and fungicide treatment history (Additional file 1: Table S1; Additional file 2: Figure S1; Additional file 3: Text S1). The Branching and e1-101 isolates were collected from vineyard sites without fungicide treatment, while the C-strain, Lodi, and Ranch9 isolates were all collected from sites regularly treated with synthetic fungicides to control powdery mildew.

We used an Illumina shotgun sequencing approach to sequence the haploid genomes of the five selected *E. necator* isolates. We generated both medium reads (∼250 bases) and short reads (∼150 bases) using the Illumina MiSeq and HiSeq2500 sequencers, respectively. The longer reads were used to assemble the draft genome sequence for the C-strain isolate, while the shorter reads were used for resequencing and *de novo* assembly of the other isolates. After quality trimming and filtering, most sequencing reads (98.5 ± 0.2%) were assembled into 6,475 ± 444 scaffolds with a total length of 50.5 ± 1.2 Mb (Table 1; Additional file 4: Table S2; mitochondrial DNA scaffolds: 188 kb ± 1.3 kb). Most of the reads of each isolate (97.4 ± 0.3%) aligned as pair-ends to the assembled contigs of the other isolates suggesting a similar genome completeness and representation across all five isolates. Unambiguously mapped reads were used to assess single nucleotide polymorphism (SNP) frequencies between the isolates following the GATK pipeline for SNP calling. The GATK analysis identified an average SNP frequency of 0.79 ± 0.08 SNPs/kb (Additional file 5: Table S3).

**Table 1:** ***E. necator*** **genome assembly statistics**

Isolate	Median coverage	Number of scaffolds	Total assembly size (Mb) ^1^	N50 scaffold length (kb)	L50 scaffold count	CEGMA complete (%)
C-strain	76X	5,936	52.5	21.4	710	96.8
Lodi	42X	6,884	49.8	14.5	1,011	96.4
Ranch9	24X	6,979	49.5	14.1	1,022	96.4
Branching	29X	6,225	50.7	18.4	813	96.0
e1-101	42X	6,350	50.0	17.2	870	95.6

^1^Genome size estimated by *K-mer* frequency was 126 ± 18 Mb.

Based on the distribution of DNA *k-*mer counts [30], we estimated the genome size of *E. necator* at 126 ± 18 Mb, which is similar to the 120 Mb estimated genome size of *Bgh* [27, 28] and significantly smaller than the 180 Mb genome size estimated for *Bgt* [29]. The discrepancy between assembled scaffold size and estimated genome size suggests that a large proportion of the *E. necator* genome is highly repetitive and collapsed into common contigs during assembly. This hypothesis is also supported by the high sequencing coverage observed in the highly fragmented and gene-poor fraction of the assemblies (Additional file 6: Figure S2A). In contrast, the longest and most gene-rich contigs exhibit the expected sequencing coverage based on estimated genome size and sequencing depth (Additional file 6: Figure S2A).

Depth of coverage was used to estimate the size of the interspersed repeats. Repeats, including transposable elements (TEs), microsatellites, and low-complexity regions, were estimated to represent 62.9 ± 3% of the *E. necator* genome (Additional file 6: Figure S2B), a proportion similar to the repeat content estimated for the *Bgh* genome (64%; [27]). TEs were annotated using a combination of *ab initio* discovery and comparative analysis. TEs accounted for 77.9 ± 3.6% of the total repeats, with LTR retrotransposons and LINEs being the most abundant classes of TEs in the genome (Additional file 6: Figure S2B). TEs were abundant among the sequenced transcripts, suggesting that in *E. necator* TEs are transcriptionally active (Additional file 6: Figure S2D).

To assess the quality and completeness of the assembled gene space, we applied the CEGMA pipeline [31] to map a set of 248 low copy Core Eukaryotic Orthologous groups (KOGs) which are conserved across higher eukaryotes. On average 96.2 ± 0.5% of the KOGs aligned as complete gene copies to the scaffolds, compared to 98.1 ± 0.4% that aligned as fragmented partial gene copies (Table 1; Additional file 4: Table S2). These results indicate that our shotgun sequencing approach generated a nearly complete assembly of the *E. necator* gene space, despite the obvious failure in resolving the structure of the repetitive fraction of the genome. For the analyses described below we used the genome assembly of the C-strain isolate as a reference, because it appeared to be the most complete based on assembly metrics and CEGMA evaluation (Table 1; Additional file 4: Table S2).

### Gene prediction and annotation

To enhance gene discovery and gene structure prediction, we sequenced and assembled the *E. necator* transcripts expressed during the interaction with grape leaves at 0.5, 1, 3, and 6 days after conidia inoculation (Additional file 7: Table S4; Additional file 8: Figure S3A&B). 

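Detached leaves of Carignan, a grapevine cultivar susceptible to powdery mildew, were inoculated with conidia of the C-strain isolate. Independent pools of leaves, 3 at each of 4 time points, gave 12 RNA-seq libraries of leaf and fungus together, collected at 12 and 24 hours post inoculation (hpi) and at 3 and 6 days post inoculation (dpi). The authors trimmed and filtered the read pairs and aligned them with Bowtie2 to a reference that combined the predicted E. necator transcripts with the grapevine genome scaffolds. Mappings of low quality were discarded by the authors, who deposited the number of reads counted on each E. necator gene in each library, with no normalization. The value of En-g2446 in 12 hpi replicate 1 was blank and was taken as the 0 printed in Table S6. The counts summed to 10064, 13762 and 24287 in the libraries of 12 hpi and to 22223, 26807 and 13011 in those of 24 hpi. At 3 dpi they summed to 345205, 397005 and 361574, and at 6 dpi to 1172399, 1929912 and 1877666, so that the early time points rest on far fewer counts per gene than the late ones. Of the nonzero counts, 79.1 ± 1.68% (SD, n = 3) were even at 12 hpi and 51.7 ± 0.777% at 6 dpi. From these counts, time points were compared with edgeR's quasi-likelihood test on TMM-normalized counts, in 1 fit over the 12 libraries, for the 4555 genes that passed edgeR's filter on low counts. Benjamini-Hochberg adjusted p-values under 0.05 were called. The choice between TMM normalization and library totals moves the changes between early and late time points, because the TMM factors followed the depth, from 1.54, 1.22 and 1.09 at 12 hpi to 0.826, 0.862 and 0.859 at 6 dpi. E. necator gene counts made up 0.0701 ± 0.0249% (SD, n = 3) of the reads that Table S4 lists as mapped to either species at 12 hpi, 0.0832 ± 0.0204% at 24 hpi, 1.71 ± 0.500% at 3 dpi and 6.68 ± 1.73% at 6 dpi. The shares differed between time points by more than the spread between libraries (exact permutation test of log10 percent over 369600 assignments of the libraries, p = 0.00026). The smallest p those assignments can give is 6.49e-05. The libraries of 12 and 24 hpi overlapped, whereas each library of 3 dpi lay above every library of 24 hpi and each library of 6 dpi above every library of 3 dpi. Without the logarithm the exact permutation p was 0.000325, and with the E. necator mapped reads of Table S4 in place of the gene counts it was 0.000195.

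**Figure D1:**
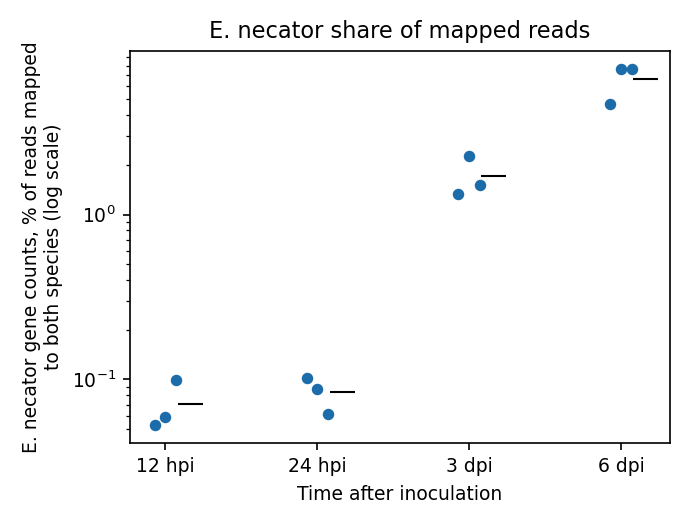
E. necator gene counts as a percent of the reads mapped to both species (log scale) against the time after inoculation. Each dot is a library and each black bar the mean of 3 libraries. The libraries of 12 hpi lie between 0.0526% and 0.0986% and those of 6 dpi between 4.68% and 7.70%.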

Assembled transcripts were then used as evidence in a gene prediction pipeline that combined evidence-based, homology-based, and *ab initio* methods (Additional file 8: Figure S3C). After removing 4,511 genes associated with TEs, we estimated that the *E. necator* genome contains 6,533 protein-coding genes. 

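The deposited table lists counts for each of the 6533 genes. Over the 12 libraries, 6355 genes (97.3%) had at least 1 count, and 178 had none. Most of the counts came from the 6 dpi libraries, which held 4979977 together, so that a gene with 0 counts there has a level of up to 0.602 CPM (counts per library total, 3 counts of that sum), or 1.20 CPM for 3 read pairs. This limit covers counting error only. The genes associated with TEs were removed by the authors before counting and are not analysed here.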

A similar total number of protein-coding genes was identified in *Bgh* (6,470 [27]; Additional file 9: Table S5) and *Bgt* (6,525 [29]). Nearly 92% of the predicted genes have detectable similarity to proteins known from other ascomycetes (BLASTP e-value < 10^−3^; NCBI Ascomycete nr; Additional file 9: Table S5; Additional file 10: Table S6; Additional file 11: Figure S4). Percent BLASTP matches and alignment coverage between the peptides of *E. necator* and other fungi, support the overall quality of the gene prediction pipeline results (Additional file 12: Table S7). Prediction accuracy was also supported by the identification of higher frequencies in nucleotide variants in the intergenic space (0.89 ± 0.01 SNPs/kb) and intronic regions (0.57 ± 0.07 SNPs/kb) than in the exons (0.35 ± 0.04 SNPs/kb; Additional file 5: Table S3). An average of 1.7 introns per gene were predicted and, similarly to observations in other fungal genomes [32], intron lengths had a narrow distribution with mean size of 83.7 bp (exon mean size = 526.5 bp; Additional file 8: Figure S3D-F). Genes on longer scaffolds displayed shorter intergenic spaces than those on smaller scaffolds, suggestive of an uneven distribution of genes within the genome (Additional file 8: Figure S3G). As reported in previous analyses of powdery mildews [27, 28] and other obligate biotrophs [33–35], the *E. necator* genome showed a loss of enzymes involved in secondary metabolism, nitrate and sulfate metabolism, further supporting the convergent adaptation of obligate biotrophy (Additional file 3: Text S1 [23]). We did not find any of the genes known to be required for Repeat Induced Point mutation (RIP) suggesting that the mechanisms that usually control TEs in fungi are only partially functional in *E. necator*, as previously observed in other powdery mildew pathogens (Additional file 3: Text S1; [27]).

### Secretome and candidate effector proteins

Microbial plant pathogens secrete effector proteins, some of which have been shown to subvert the plant innate immune response and enable infection [36]. The predicted secretome of *E. necator* contained a total of 607 genes. GO term enrichment analysis of the secretome showed enrichment in hydrolase and peptidase molecular function (MF) terms (Additional file 13: Table S8), although many of these enzymes possess β-1,3-glucanase or chitinase activity and are likely involved in remodeling the pathogen’s own cell wall during early infection instead of breaking down the host tissue as in necrotrophy [37].

The *E. necator* secretome also included several classes of proteins that were previously identified as pathogen candidate effectors, such as EKA-like proteins [38] and ribonucleases-like proteins [39, 40]. These putative effector proteins were detected in transcriptome data from early infection time points suggesting that some might be involved in the very early stages of infection (Additional file 10: Table S6; Additional file 14: Table S9; Additional file 6: Figure S2D). 

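The EKA-like proteins, a class named after candidate effectors of barley powdery mildew, make up 14 of the 150 candidate secreted effectors of Table S9. Of these 14, 10 had a count in at least 1 of the 12 libraries. At 12 hpi, 2 of them had counts, namely En-g424 with 2 counts in replicate 3 and En-g482 with 2 counts in replicate 2. At 24 hpi 0 of them had a count among the 62041 counts of that time point, which allows each gene a level of up to 48.4 CPM for 3 counts, or 96.7 CPM for 3 read pairs. At 3 dpi 4 of them had 39 counts together, and at 6 dpi 10 had 65 counts together. None of the 14 passed the filter on low counts, so 0 were tested in the main fit. The fit with no filter on low counts is not reported for single EKA-like genes, so a difference between time points stays open. The EKA-like genes belong to a large family, and reads that fit several members were discarded by the authors' mapping filter, so their counts are uncertain. In the part of Table S6 used here, the first 1538 of its 6533 genes, 296 are annotated as EKA-like. Of these 296, 13 had a count at 12 hpi (4.39%), 8 at 24 hpi (2.70%), 83 at 3 dpi (28.0%) and 237 at 6 dpi (80.1%), against 52.5%, 53.6%, 85.4% and 96.4% of the 1242 other genes of that part. These percents were not taken at equal depth. In the same order of time points, the 296 genes together had 28, 16, 262 and 2375 counts. The totals of all genes were 48113, 62041, 1103784 and 4979977. The rise in percent thus does not show a rise in their share of the counts. The ribonuclease-like candidates were En-g405, with 5, 2, 39 and 152 counts summed over the 3 libraries at 12 hpi, 24 hpi, 3 dpi and 6 dpi, and En-g437, with 14, 8, 137 and 459 counts. The TMM-normalized level of En-g437 was 235 ± 239 CPM (SD, n = 3) at 12 hpi and 109 ± 12.8 at 6 dpi, a log2 fold change of -1.13 (standard error 0.61, adjusted p = 0.229 from edgeR's quasi-likelihood test), within the spread between libraries. DESeq2 gave -1.29 with an adjusted p of 0.0361 for this gene. Over the alternatives the adjusted p ran from 8.46e-12, for a rise relative to the reads mapped to both species (edgeR), to 0.904. For En-g405 the log2 fold change was -1.24 (standard error 1.03, adjusted p = 0.498 from edgeR). Relative to the reads mapped to both species, both ribonuclease-like genes rose from 12 hpi to 6 dpi, by log2 fold changes of 4.70 for En-g405 and 4.88 for En-g437, both below the median of 6.45 over all tested genes on that scale. From the detection of these proteins at early time points, the paper proposes that some might have a part in the very early stages of infection.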

Following the same approach described in [27], we identified 150 candidate secreted effector proteins (CSEPs; Additional file 3: Text S1), which displayed a significant enrichment in sequence motifs associated with secreted peptides of haustoria-forming pathogenic fungi ([41]; Additional file 14: Table S9). These candidate effectors did not present any signature of positive selection unlike those described in other plant pathogens ([42]; Additional file 3: Text S1). The absence of elevated levels of non-synonymous polymorphisms among the candidate effectors may hypothetically reflect the absence of antagonistic evolution in the host, since almost all cultivated grape varieties are fully susceptible to powdery mildew.

### Structural variation between *E. necator*isolates

Copy number variations (CNVs) are unbalanced changes in the structure of the genome and include deletions, insertions, and duplications of >1 kb in size [43]. Although short sequencing read length and limited insert size do not allow reliable characterization of the type of structural variation underlying CNV, variation in sequencing coverage in genome assemblies can be used as an indicator of CNV between an assembled genome and sequencing reads from another genome ([44]; Figure 2A&B). To detect structural variants between the five sequenced isolates, we applied the CNV-seq pipeline to the mapped reads [45]. CNV-seq calculates the read-depth signal across all genomic coordinates using a sliding window and was shown to provide more accurate relative copy number estimation than other CNV-detection tools [46]. Genome-wide CNV-seq results are summarized in Table 2. While the sizes of the detected CNVs were similar across the isolates, the total number of CNV sites had a broad range from 177 to 1,170, corresponding to 1.1% and 5.3% of the assemblies, respectively. The identified CNV loci not only spanned TEs (LTR: 364 ± 32 kb; non-LTR TEs: 99 ± 35 kb; Additional file 6: Figure S2C), but also 135 protein-coding genes (49.3 ± 4.0 CNV genes/genome; Additional file 10: Table S6). A broad diversity of genes was observed within CNV loci with no detectable enrichment for any particular function. CNV-seq estimations of copy number polymorphisms were validated by quantitative PCR (qPCR; Figure 2C).

**Figure 2:**
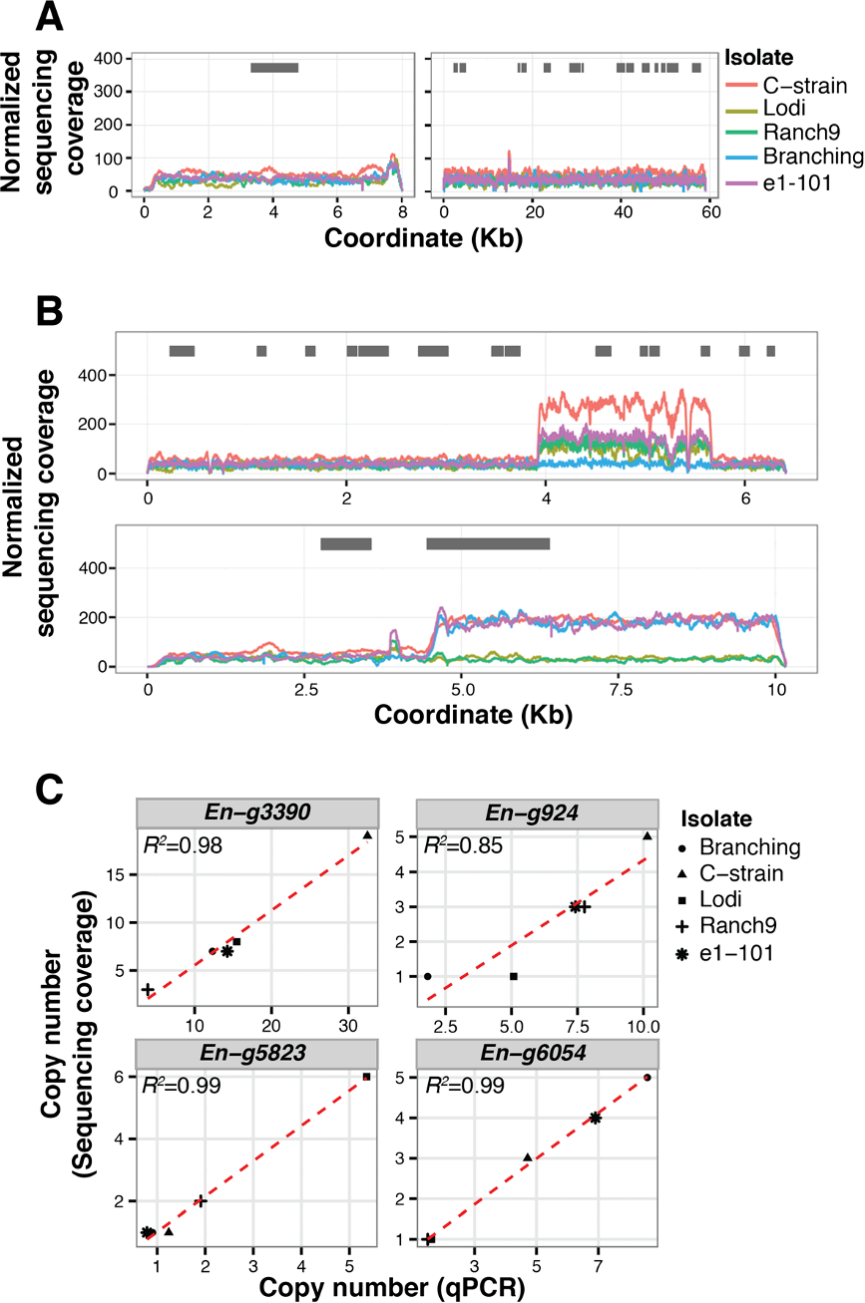
**Structural variation between** ***E. necator*** **isolates estimated by sequencing depth analysis and qPCR.** Line plot showing examples of genomic loci **(A)** without copy number variation (CNV), and **(B)** with CNV across the five genomes. Loci with copy number polymorphisms were detected by analyzing sequence read depth with CNV-seq [45]. Gray boxes depict protein-coding sequences. **(C)** Validation by qPCR of CNV-seq copy number calls for four sample CNV loci in the five sequenced isolates. Scatterplots show the correlation between estimated copy numbers for both methods. A linear trend line is shown. Copy numbers by qPCR were estimated based on 2^−ΔCt^ values normalized to the single copy *E. necator* elongation factor gene *EnEF1* (*En-g1817*).

**Table 2:** **Genome-wide estimates of copy number variation in the five sequenced** ***E. necator*** **isolates determined by CNV-seq analysis (** ***P*** **< 0.001** [45]**)**

Isolate	Copy number total size (bp)	% assemblies	Median size (bp)
e1-101^1^	543,296	1.0	5,408
Ranch9^1^	644,367	1.2	5,137
C-strain^1^	1,030,577	2.0	4,668
Lodi^1^	2,769,800	5.3	5,500
Branching^2^	556,500	1.1	5,040

^1^Values represent CNV-seq results when Branching scaffolds were used as reference.

^2^Values represent CNV-seq results when e-101 scaffolds were used as reference.

### Copy number variation of the *EnCYP51*locus in the five sequenced isolates

The *EnCYP51* gene, which encodes the enzyme targeted by DMI fungicides, was among the protein-coding genes with a wide range of copy number variation across the five sequenced genomes. Sequencing coverage, confirmed by qPCR, estimated the presence of 3, 4, and 9 *EnCYP51* copies in Ranch 9, C-strain, and Lodi, respectively, and single copies in e1-101 and Branching (Figure 3). Remarkably, the three isolates collected from fungicide-treated vineyards showed multiple copies of *EnCYP51* with all copies being the Y136F mutated allele, while the two isolates from vineyards not treated with fungicides both had single copies of the *EnCYP51* gene in its fungicide-susceptible allelic form (Additional file 15: Figure S5A&B). The Y136F substitution was the only non-synonymous polymorphism detected between the isolates in the *EnCYP51* coding region (Additional file 15: Figure S5C). All *EnCYP51* alleles were confirmed by Sanger sequencing, which also confirmed that all *EnCYP51* duplicated copies were in the same allelic form (Additional file 15: Figure S5B).

**Figure 3:**
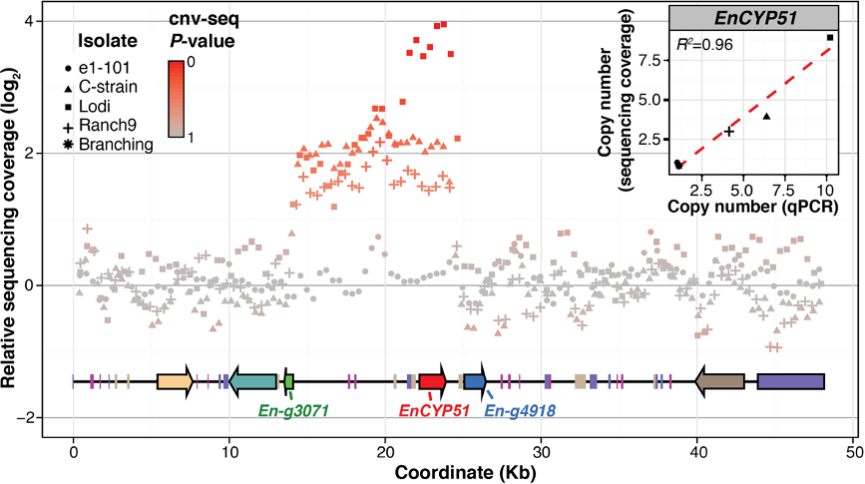
**Copy number variation of the** ***EnCYP51*** **locus.** *Log2* ratio plot of sequencing depth in the *EnCYP51* locus of e1-101, C-strain, Lodi, and Ranch9 relative to the sequence depth in the *EnCYP51* locus of Branching. CNV was confirmed in all pair-wise comparisons using CNV-seq. Depth of coverage of the *EnCYP51* locus in the Branching isolate is presented as it provided the longest assembled scaffold of the locus across all isolates. Arrows and boxes depict protein coding sequences and transposable elements, respectively. Duplication boundaries upstream and downstream of the *EnCYP51* coding region were common in all isolates with multiple copies of *EnCYP51*. Only in Lodi did an additional duplication event occur involving a shorter region of 7.4 kb. CNV-seq estimates of *EnCYP51* copy numbers were validated using qPCR. Scatterplot in inset shows the correlation between CNV-seq and qPCR copy number estimates (red dashed line = linear trend line). In all isolates the duplication events did not involve the two flanking genes, *En-g4918* and *En-g3071*, which were confirmed by qPCR to be single copy in all genomes (Figure 6D).

Duplication boundaries, approximately 8.0 and 0.6 kb upstream and downstream of the *EnCYP51* coding region, respectively, were common in all isolates (Figure 3). Only in Lodi did an additional duplication event occur involving a shorter region of 7.4 kb (Figure 3). In all isolates, the duplication events did not involve the two flanking genes, *En-g4918* and *En-g3071*, which were confirmed by qPCR to be single copy in all genomes. In all isolates the downstream duplication boundary coincided with a fragment of a Gypsy element (Figure 3). Although numerous other TEs were found throughout the sequence flanking the duplicated region, we did not detect repeated homologous sequences that could provide the substrate for non-allelic homologous recombination and allow us to hypothesize the mechanism underlying the copy number polymorphisms in the locus [47]. Microsynteny of the *EnCYP51* locus between *E. necator*, *Bgh*, and *Bgt* (Figure 4) both confirms the accuracy of the sequence assembly and also shows the structural conservation in this region of the genome across species despite the frequent structural rearrangements observed in the *EnCYP51* locus.

**Figure 4:**
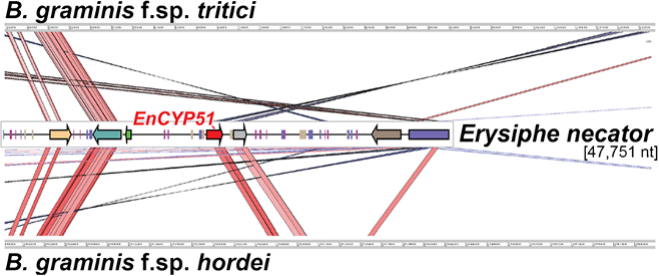
**Microsynteny of the** ***EnCYP51*** **locus between** ***E. necator*** **,** ***Blumeria graminis*** **f.sp.** ***hordei*** **(contig: bgh_dh14_v3.0_contig_002323), and** ***Blumeria graminis*** **f.sp.** ***tritici*** **(scaffold: KE375157.1).** Scaffold alignment based on translated nucleotides (TBLASTX) and similarity visualization was done using ACT-Artemis Comparison Tool (http://www.sanger.ac.uk/resources/software/act/). Red and blue lines indicate similar regions between scaffolds (% similarity ≥ 60). Blue lines indicate inversions. Arrows correspond to protein-coding genes.

CNVs can modify the expression of genes that localize within the CNV in a gene dose-dependent manner [48]. To determine the impact of CNV on *EnCYP51* expression, we measured mRNA transcript expression levels at 1 and 5 days post conidia inoculation using qRT-PCR. Our results show that *EnCYP51* was differentially expressed in the different isolates at both time points (Figure 5A) with a strong correlation between gene expression levels and *EnCYP51* copy number (Figure 5B).

**Figure 5:**
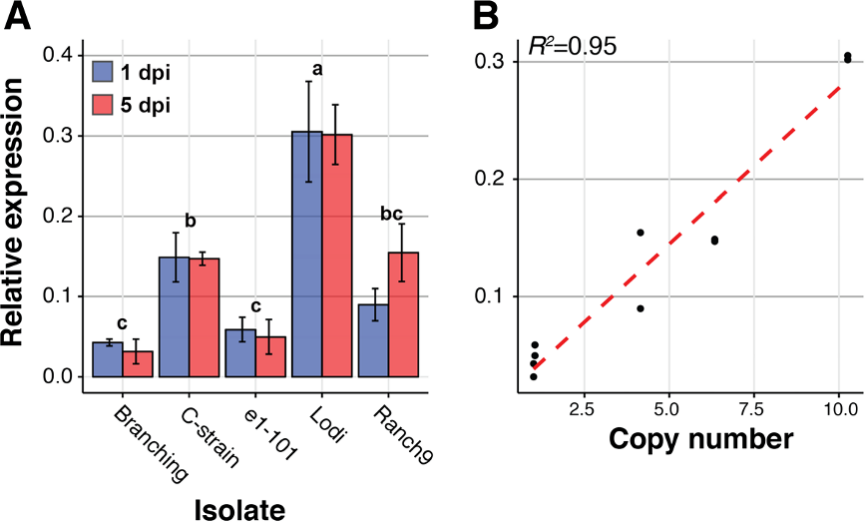
**Impact of CNV on** ***CYP51*** **expression. (A)** Bar graph presenting qRT-PCR data for the relative expression of *EnCYP51* in sequenced isolates at 1 and 5 days post inoculation. Expression values are presented as fold-*EnEF1* (number of *EnCYP51* molecules/number of *EnEF1* molecules), calculated using the ΔCt method as described in [49]. Data were analyzed using a two-way ANOVA. Values are the mean ± standard error of three biological replicates. Different letters represent significant results (Tukey’s HSD test: *P* < 0.01). **(B)** Scatterplot showing the correlation between relative expression of *EnCYP51* by qRT-PCR and copy number predicted by sequencing coverage. A linear trend is shown.

### Copy number variation of the *EnCYP51*locus occurs frequently in *E. necator*and is correlated with fungal growth under fungicide treatment

To determine the extent of *EnCYP51* CNV in *E. necator* beyond the five sequenced isolates, we screened an additional 89 isolates collected from multiple vineyard locations (Additional file 1: Table S1). All isolates tested for CNV were also genotyped to determine the allelic forms of *EnCYP51*. Out of the 89 total isolates, 48% carried the wild-type allele, while 52% carried the Y136F mutation (Figure 6). The majority (88%) of the isolates with the wild type allele were collected from non-sprayed vineyards, while almost all (95%) of the isolates with the Y136F mutation came from sprayed vineyards (Figure 6B). Quantitative PCR analysis showed the presence of multiple copies of *EnCYP51* in 47 isolates with a wide range of copy numbers, from as few as 2 copies and up to 14 copies (Figure 6C). The two genes that flank *EnCYP51* were mostly single copy confirming the conservation of the duplication boundaries (Figure 6D). Remarkably, 94% of the isolates with multiple copies of *EnCYP51* also carried the mutant Y136F allele, while 96% of the isolates with single copies of *EnCYP51* were wild type, further supporting the hypothesis that the acquisition of multiple copies of the fungicide-tolerant allele contributes to the evolutionary fitness. Hypergeometric tests supported the significant association between fungicide treatment and both presence of the Y136F allele (*P =* 4.8 × 10^−4^) and multiple copies of *EnCYP51* (*P = * 4.3 × 10^−5^). The *EnCYP51* CNV and its allelic form did not correlate with SSR-based clustering (Figure 6A; Additional file 3: Text S1) suggesting that the Y136F mutation and the acquisition of multiple of copies of the *EnCYP51* gene occurred multiple times in the *E. necator* populations screened.

**Figure 6:**
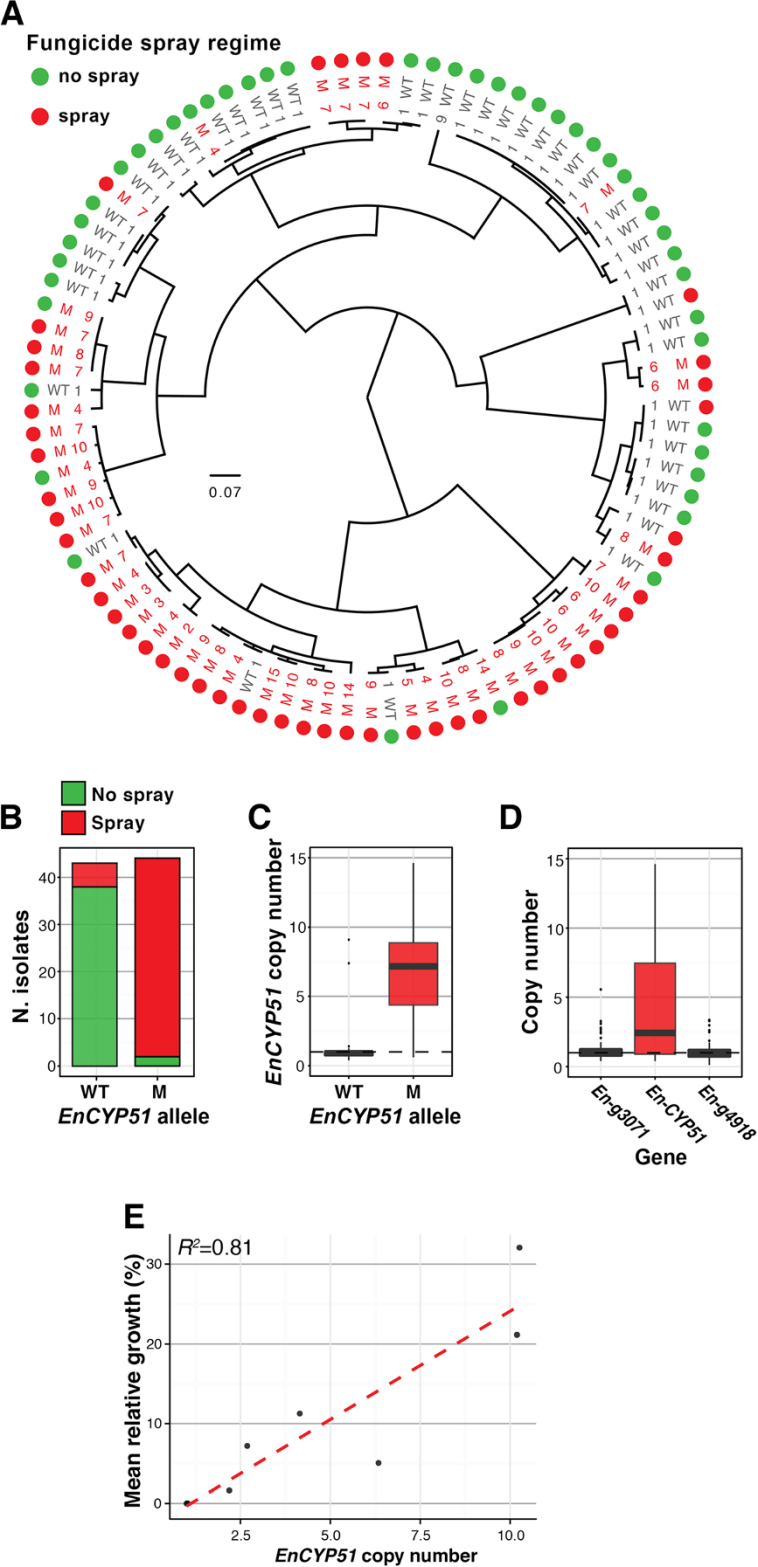
**Copy number variation of the** ***CYP51*** **locus occurs frequently in** ***E. necator*** **and correlates with fungal growth under fungicide treatment. (A)** Circular visualization of the allelic form (M = mutant, WT = wild type) and copy number of *EnCYP51* in the 94 California isolates, and the fungicide spray regime of each collection site. At the center of the circular plot is a hierarchical clustering dendrogram determined by SSR marker-based fingerprinting (Additional file 3: Text S1). **(B)** Bar plots showing the proportion of wild type and mutant *EnCYP51* alleles collected from sites sprayed or not sprayed with fungicides. Box plots showing **(C)** the distribution of *EnCYP51* copy number in isolates containing the mutant allele compared to those with the wild type allele, and **(D)** box plots showing the distribution of copy numbers of the two genes that flank the conserved duplication boundaries observed in the individuals with multiple *EnCYP51* copies. **(E)** Scatterplot shows the correlation between mean relative growth measured by qPCR and copy number estimates. The capability of isolates with different copy numbers of *EnCYP51* to grow in the presence a DMI fungicide (Rally® 40WSP) was measured. To account for growth rate differences among isolates in absence of the fungicide, growth results in presence of the fungicide were calculated as a percentage of the fungal biomass accumulation in absence of the fungicide. Growth values are the mean of two separate assays, each run with three biological replicates.

To test the hypothesis that an increase in *EnCYP51* copy number leads to stronger resistance to DMI fungicides, we tested the capability of isolates with different copy numbers of *EnCYP51* to grow in the presence of Rally® 40WSP, a DMI fungicide. Eight isolates with a range of CNVs in *EnCYP51* were tested, including the five isolates we sequenced. A qPCR analysis was performed to quantify the accumulation of *E. necator* biomass eight days after conidia inoculation. As expected, under fungicide treatment we did not detect any growth of Branching and e1-101, which are the two isolates that carry the wild type and single copy *EnCYP51*, while a positive correlation between fungal growth in presence of the DMI fungicide and the estimated number of *EnCYP51* copies was observed in the isolates containing the Y136F mutation (Figure 6E; Additional file 16: Figure S6B). While we know the number of *EnCYP51* copies and the *EnCYP51* allelic form in each isolate, we were unable to control for genetic differences in other genes in the genome that may mask or confound the role of *EnCYP51.* For example it has been suggested that ABC transporters contribute to DMI resistance [11], and although we did not see sequence polymorphisms and CNVs that may suggest a contribution of ABC transporters to the differential DMI susceptibility of the isolates we tested, we could not exclude the possibility that other loci in the genome are responsible for the differential growth in response to the fungicide treatment.

## Discussion

This study describes for the first time the genome of one of the most widespread and devastating diseases of grapevines. With an estimated size of ~125 Mb, the *E. necator* genome is among the largest sequenced ascomycete genomes. The *E. necator* genome also possessed a characteristic reduction in protein-coding genes, a feature also seen in the genomes of other biotrophic fungi [50]. The expansion of genome size in powdery mildews [27–29], including *E. necator*, is associated with the proliferation of repetitive DNA, particularly TEs, which account for about 63% of the *E. necator* genome. TEs were also detected in the *E. necator* transcriptome, indicating that they are transcriptionally active at least during host infection*.* Active TEs are a major source of mutations in the genome. Transposition of TEs not only contributes to the expansion of genome size [51], but can also cause chromosome breaks and rearrangements [52], gene deletions [53], gene duplications [54], illegitimate recombination [55], and changes in gene expression [56, 57]. TE activity has also been associated with the evolution of pathogen virulence factors [58].

Frequent structural variations in the genome also point to a highly unstable genomic architecture in *E. necator*, although a direct link between TE proliferation and CNV cannot yet be established based on our results. In this study, the analysis of read depth showed that up to 5% of the genome assemblies, corresponding to approximately 2.8 Mb, are CNV, which indicates that at least among the five isolates we sequenced CNV involves larger genomic regions than DNA sequence polymorphisms (SNP: 41,657 ± 4,151 SNPs/genome). Studies with model organisms, including fungi, plants, and animals, have already shown that the extent of genetic differences between individual organisms due to alterations in the number of gene copies can often be greater than differences in the nucleotide sequences [59]. CNVs can result from different types of structural variations, such as deletions, translocations, inversions, tandem duplications, and novel insertions. Because read depth analysis cannot identify with certainty the type of rearrangement that underlies the CNV, characterization of the type of medium- and large-scale structural genomic variations would require longer reads, larger inserts between paired-end reads, and longer scaffolds than those used in this study. Nonetheless, qPCR validation of CNVs (Figure 2C & Figure 3 inset) confirmed that read depth analysis can be used to reliably detect CNV regions in the genome.

CNVs can influence phenotypic variation and adaptation by modification of gene dosage, gene expression, or disruption of genes that span boundaries of structural rearrangements. CNVs have been associated with phenotypic differences and complex diseases in humans [43], adaptation to different soil types in *Arabidopsis lyrata* [60], higher aluminum tolerance in maize [61], nematode resistance in soybean [62], drug resistance in *Plasmodium falciparum* [63], and DDT resistance in *Drosophila melanogaster* [64] *.* A role of CNV in contributing to effector protein evolution was described for the oomycete plant pathogen, *Phytophtora sojae* [65].

Here we show that (i) the DMI fungicide target *EnCYP51* is CNV in 95% of isolates collected from vineyards treated with fungicides, (ii) increasing *EnCYP51* copy number leads to higher expression of *EnCYP51*, and (iii) increasing *EnCYP51* copy number correlates with increased ability to withstand fungicide treatment. Furthermore, Sanger sequencing confirmed that the vast majority (94%) of the isolates with multiple *CYP51* copies carried the mutant Y136F allele in every gene copy. Our results also show that isolates with identical or very similar SSR haplotypes can have contrasting *EnCYP51* alleles and copy numbers, which suggests that structural rearrangement in the locus and subsequent selection under fungicide pressure happened frequently and on multiple occasions in the populations we screened. This observation is compatible with findings of high CNV rates over family generational scales [66].

While the Y136F mutation reduces the affinity between *CYP51* and the inhibitor [12, 21], sensitivity to DMIs has also been shown to depend on the expression levels of *CYP51*. In other plant pathogens the overexpression of *CYP51* has resulted in decreased susceptibility to DMIs [15, 67–69]. Segmental duplication of a 126-bp fraction of the *CYP51* promoter led to increased expression of CYP51 in a fungicide resistant strain of *Penicillium digitatum* [67], while duplication of the entire chromosome bearing the *CYP51* gene resulted in increased fungicide resistance in the yeast *Candida glabrata* [70]. Although polymorphisms have been found in resistant *CYP51* genes [71, 72], no clear association between a specific mutation and an increase in *CYP51* expression has been reported in fungi.

Based on the strong association between CNV, the Y136F allele, and fungicide treatment, we hypothesize that in *E. necator* CNV can provide an additional layer of genetic diversity that contributes to pathogen fitness once a favorable allele is acquired. The development of increasing quantitative fungicide resistance could happen in two steps. First, occasional *E. necator* individuals with the Y136F mutation in *EnCYP51* survive DMI fungicide treatments and, as a consequence, Y136F allelic frequency increases in vineyards treated with DMIs. Second, structural rearrangements that increase the number of *EnCYP51* copies occur in individuals carrying the Y136F, which are then favored by further DMI treatments. We do not rule out the possibility that structural rearrangements in the *EnCYP51* locus may occur with the same frequency in the presence of the wild type allele, but based on the low frequency of CNV in the wild type allele we observed, the acquisition of multiple copies of the wild type alleles does not seem to provide evolutionary fitness in fungicide treated vineyards. Alternatively, the strong connection between the mutation and multiple copies in *E. necator* could also be a result of a fitness cost due to the Y136F mutation. The mutation occurs in a highly conserved substrate recognition site [20], and perhaps the substitution leads to a less efficient sterol biosynthesis in *E. necator* and the increased copy number is needed to compensate the loss of affinity to the substrate. The compensatory effect provided by the acquisition of multiple CNV copies may explain why out of the 94 isolates we studied none carried the Y136F allele as a single copy gene. However, we did not observe any obvious impact of the Y136F mutation on fungal growth when growth rates of wild type and mutant strains in the absence of fungicide were compared (Additional file 16: Figure S6A).

Taken together, our results show that CNV of the *EnCYP51* gene contributes to *E. necator* fitness by providing increasing quantitative protection against DMI fungicide treatments in a gene-dosage dependent manner. Monitoring powdery mildew evolution for the development of fungicide resistance should include measuring the number of the *EnCYP51* gene copies. This knowledge will help in managing fungicide programs and maintaining effective control of powdery mildew while minimizing the development of populations increasingly resistant to DMI treatments.

## Conclusions

As part of this study we generated valuable genomic information for the grape powdery mildew pathogen, including: (i) whole-shotgun sequence assemblies of five isolates of *E. necator*, (ii) an estimate of the distribution of genetic diversity as both sequence polymorphisms and structural variants among *E. necator* isolates, (iii) characterization of the expression of *E. necator* genes in infected tissues using RNAseq analysis, (iv) gene models of 6,533 protein-coding genes identified with an a hybrid approach that involved both *ab initio* and reference based predictions using genome-guided *de novo* assembled transcripts. In addition to providing the first description of the large and highly repetitive genome, in this work we show that frequent structural variations occur between field isolates, including copy number variation in *EnCYP51*, the target of sterol demethylase inhibitor fungicides. The *EnCYP51* gene in isolates collected from fungicide-treated vineyards contained both a mutation known to result in higher fungicide tolerance and an increased copy number that correlated with gene expression and fungal growth in the presence of fungicides. Our results also suggest that CNV can provide an additional layer of genetic diversity that contributes to pathogen fitness once a favorable allele is acquired.

The results of this work not only demonstrate the effectiveness of using genomics to dissect complex traits in organisms with very limited molecular information, but also may have broader implications for understanding genomic dynamics in response to strong selective pressure in other pathogens with similar genome architectures.

## Methods

### Biological material

A total of 94 *E. necator* isolates were collected between 2012 and 2013 from seven vineyard sites in California. The DNA of four additional isolates from the eastern United States, kindly provided by Dr. L. Cadle-Davidson (USDA-ARS, Geneva, NY), were included in our analysis to allow comparisons of SSR fingerprint data among different studies ([25]; Additional file 1: Table S1). Using the procedure described in [73], isolates were single-spore purified and maintained on detached leaves of *V. vinifera* cv. Carignan. Leaves were surface sterilized for 3 minutes with 3.0% sodium hypochlorite, rinsed with sterile water, dried between layers of sterile paper towels, and placed onto a 0.8% water agar medium in 100 mm × 15 mm Petri dishes with the adaxial side up and the cut petiole inserted into the medium. Four subsequent sub-transfers of a single chain of conidia were made to new leaves to ensure a pure colony was maintained in culture.

### Genome sequencing and assembly

Genomic DNA was extracted from mycelia of each isolate collected from colonies growing on detached Carignan leaves approximately 20 days post inoculation. A cyclone separator tube adapter attached to the vacuum port was used to collect the *E. necator* tissue from the surface of the leaf to minimize plant tissue contamination. DNA was extracted using a modified CTAB protocol [74], and then fragmented using a Diogenode Bioruptor NGS. Sequencing libraries were prepared using the KAPA LTP Library Sequencing Preparation Kit. Insert size selection was carried out using the Life E-gel SizeSelect to achieve a mean library fragment size of approximately 600 bp for the MiSeq and 550 bp for the HiSeq2500. Insert size and library quality was confirmed before sequencing using the Agilent 2100 Bioanalyzer (Agilent Technologies). Sequencing was carried out on Illumina MiSeq and HiSeq2500 machines at the DNA Technologies Core at UC Davis. Sequenced reads were quality trimmed (Q > 20) using sickle (v1.210; [75]) and adapters were removed with scythe (version 0.991; [76]). High quality reads were assembled *de novo* using CLC Workbench v6.1. Assembly parameters were optimized to achieve maximal assembly completeness of the gene space estimated using the Core Eukaryotic Genes Mapping Approach (CEGMA) analysis [31]. All assemblies were generated using a word size of 64 and a bubble size of 244. Contigs with homology only to non-fungal sequences in the complete NCBI nt collection were considered contaminant and discarded. Basic assembly metrics were extracted using the assemblathon_stats.pl script [77] and are shown in Additional file 4: Table S2. Genome sizes were estimated based on *k-*mer count distribution [30].

### Transposable elements annotation

RepeatModeler (v1.0.7; [78]) was used to perform *ab initio* repeat family prediction. The scaffolds of the C-strain isolate were used as the only input for RepeatModeler. With the exception of TEs marked as “unknown”, the repeat sequences identified by RepeatModeler were combined with the RepeatMasker database and used as reference for RepeatMasker (v4.0.2; [79]) to screen the DNA assemblies for interspersed repeats and low complexity DNA sequences.

### Transcriptome sequencing, *de novo*assembly, and gene prediction

Third and fourth fully expanded Carignan leaves were surface sterilized as described above and placed in Petri dishes containing 0.8% water agar medium. A portable paint sprayer was used to inoculate leaves with a 10^6^ conidia/mL suspension of the C-strain isolate in 0.001% Tween. The leaves were maintained under ambient conditions. Time points were collected at 0.5, 1, 3, and 6 days post inoculation. Accumulation of *E. necator* transcripts was confirmed by qRT-PCR (Additional file 8: Figure S3B; Additional file 17: Table S10). 

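In the RNA-seq counts, En-g1490 (EnCYP51, the sterol demethylase gene) and En-g1326 (EnBT, β-tubulin) were followed relative to all reads mapped to leaf and fungus, a scale on which a transcript rises as the fungus takes a larger part of the sample. EnCYP51 had 1.23 ± 0.695 CPM of the reads mapped to both species (SD, n = 3) at 12 hpi, 2.22 ± 0.336 at 24 hpi, 40.8 ± 15.7 at 3 dpi and 114 ± 28.4 at 6 dpi. On the same scale EnBT had 0.669 ± 0.218 at 12 hpi, 1.48 ± 0.467 at 24 hpi, 42.6 ± 14.0 at 3 dpi and 82.9 ± 20.4 at 6 dpi. With the mapped reads of both species as library size, edgeR's quasi-likelihood test gave EnCYP51 a log2 fold change of 6.52 from 12 hpi to 6 dpi (adjusted p = 1.11e-33) and EnBT one of 6.93 (adjusted p = 3.86e-34), where the median of all tested genes was 6.45. From 12 to 24 hpi no change was called, with a log2 fold change of 0.84 (adjusted p = 0.459 from edgeR) for EnCYP51 and 1.12 (adjusted p = 0.344) for EnBT. Over the scalings and other alternatives the adjusted p from 12 to 24 hpi ran from 0.0924 to 0.704 for EnCYP51 and from 0.0580 to 0.660 for EnBT. With TMM and without 12 hpi replicate 3, EnCYP51 was called higher at 24 hpi (adjusted p = 0.0374 from edgeR). The qRT-PCR values are not analysed here.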

For each time point, three independent pools each containing two leaves were collected. RNA was extracted from combined leaf and fungal tissue using a CTAB method [80]. cDNA libraries were prepared using the Illumina TruSeq RNA Sample Preparation Kit. Library quality was confirmed with the Agilent 2100 Bioanalyzer, and sequencing was carried out on the Illumina HiSeq 2500. Sequence reads were quality filtered and trimmed using scythe and sickle as described above. For gene prediction we applied a hybrid approach: (i) transcripts were *de novo* assembled using RNA-seq reads and a genome-guided assembly strategy; (ii) the assembled transcripts were employed both as training set for *ab initio* prediction and as evidence for homology-based prediction together with other fungal proteomes. To identify transcribed loci in the genome for genome-guided transcript assembly, reads were mapped onto the C-strain scaffolds with the spliced (intron-aware) aligner TopHat (version 2.0.9; [81]) with the following parameters: --r 100 --mate-std-dev 50 --min-intron-length 20. Reads mapped on each transcribed partition were then *de novo* assembled independently using Trinity (version r20131110; with jaccard_clip option on [82]). ORFs were extracted using the perl script transcripts_to_best_scoring_ORFs.pl, part of Trinity. *De novo* assembled transcripts together with the gene structures of the CEGs identified in the C-strain genome by CEGMA were used to train Augustus [83] for *ab initio* gene discovery on repeat-masked scaffolds. MAKER (version 2.8; [84]) was then used to integrate the *ab intio* prediction with homology based gene prediction using *Bgh, Bgt*, and *B. cinerea* peptide sequences as templates (Additional file 8: Figure S3C). Predicted peptides matching known TE associated proteins (BLASTP, e-value < 10^−3^) were removed. Predicted transcripts not matching any peptide in NCBI nr (BLASTX, e-value < 10^−3^) were removed unless RNA-seq data mapping provided evidence of their expression. 

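With at least 1 count in at least 1 of the 3 libraries of a time point as the rule for detection, 4546 genes (69.6%) were detected at 12 hpi, 4716 (72.2%) at 24 hpi, 5861 (89.7%) at 3 dpi and 6341 (97.1%) at 6 dpi. In single libraries, 48.0 ± 9.59% of the genes (SD, n = 3) had a count at 12 hpi, 52.3 ± 7.17% at 24 hpi, 84.0 ± 0.557% at 3 dpi and 93.8 ± 2.00% at 6 dpi. The difference between 12 and 24 hpi was within the spread between libraries, and each library of 3 and 6 dpi had more genes with a count than every library of 12 and 24 hpi. At 12 hpi the rule that moved the percent most was a count in all 3 libraries, under which 25.2% of the genes were detected there, 30.5% at 24 hpi, 78.6% at 3 dpi and 90.1% at 6 dpi. To compare time points at equal depth, the number of genes was computed for every library thinned to the smallest total of 10064 counts. The percent of genes detected was then 65.9% at 12 hpi, 66.8% at 24 hpi, 69.3% at 3 dpi and 71.6% at 6 dpi. With counts halved to read pairs before thinning, it was 62.2%, 61.4%, 59.4% and 61.4%.

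**Figure D2:**
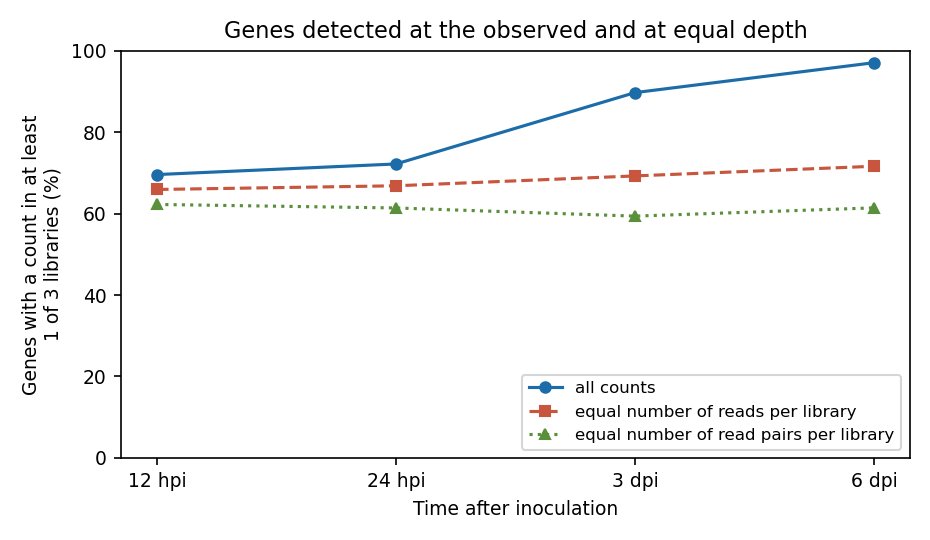
Percent of the 6533 genes with a count in at least 1 of 3 libraries against the time after inoculation, for all counts (blue circles) and with every library thinned to an equal number of reads (red squares) or of read pairs (green triangles). With all counts the percent rises from 69.6% at 12 hpi to 97.1% at 6 dpi, and with equal numbers of reads from 65.9% to 71.6%.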

The transcripts of most of these predicted protein-coding genes were present in the RNA-seq data, ranging from 49.1% at 0.5 dpi to 80.6% at 6 dpi of the total 6,533 genes (Additional file 8: Figure S3H-J).

### Gene annotation

Functional annotation was performed using BLASTP (NCBI nr Asomycota database; e-value < 10^−3^, −v 10 -b 10, −F F) followed by Blast2GO [85]. Pfam domains were annotated using the Pfam batch search server ([86]; p-value < 10^−3^), while proteins were assigned to Carbohydrate Active enZYme (CAZy) families based on similarity searches against the non-redundant sequences of the CAZy database using the CAZymes Analysis Toolkit (CAT; [87]). Proteins were clustered in tribes based on sequence similarity using BLASTP (e-value < 10^−6^) followed by Markov clustering with TribeMCL [88]. The presence of secretion signal peptides was evaluated using SignalP v.4.1 [89]. Perl scripts were used to scan the first 110 amino acids of each protein for putative effector motifs as described in [90] (Additional file 10: Table S6).

### Gene expression profiling during an infection time course

The quality filtered and trimmed pair-end RNA-seq reads were aligned to a combined reference of the 6,533 predicted protein-coding transcripts and the *V. vinifera* var. PN40024 genomic scaffolds to profile the *E. necator* genes during susceptible grape leaf infection. Because RNA-seq samples include both *E. necator* and Carignan RNAs, a combined reference was used to minimize the non-specific mapping of *V. vinifera* reads onto *E. necator* transcripts [91]. The aligner Bowtie2 (version 2.1.0; [92]) was used for read mapping with parameters --end-to-end --sensitive. SAM output files were parsed to extract read counts per transcript with the python script sam2counts.py (version 0.91; [93]). Non-specific mappings were discarded by filtering with sam2counts.py (−q 30). DEseq (version 1.12.1, [94]) was used to normalize raw transcript counts and to compare infection time points.

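The paper's text names neither the time points compared nor a threshold, so consecutive time points, and the last against the first, were compared here. From 12 to 24 hpi, 59 of the 4555 genes tested changed (34 higher, 25 lower). From 24 hpi to 3 dpi 66 genes changed (49 higher, 17 lower), and from 3 to 6 dpi 1062 genes (557 higher, 505 lower). Between 12 hpi and 6 dpi 505 genes changed, with 365 higher and 140 lower at 6 dpi, and 1328 genes changed in the test over the 4 time points. Whether more of the changed genes were higher or lower depended on the normalization, except from 3 to 6 dpi. With TMM the median log2 change of all tested genes was 0.10, 0.39, -0.02 and 0.51 in the 4 comparisons, and with library totals alone it was -0.04, -0.01, 0.02 and -0.02. With library totals, 29 genes were higher and 43 lower at 24 hpi than at 12 hpi. From 24 hpi to 3 dpi 9 were higher and 25 lower, and from 3 to 6 dpi 577 were higher and 473 lower. From 12 hpi to 6 dpi 129 were higher and 244 lower on that scale. With RLE size factors, the method of DESeq, 29 genes were higher and 45 lower at 24 hpi than at 12 hpi, 18 higher and 21 lower at 3 dpi than at 24 hpi, 806 higher and 345 lower at 6 dpi than at 3 dpi, and 265 higher and 166 lower at 6 dpi than at 12 hpi. DESeq2 called 137, 102, 1415 and 571 genes in the 4 comparisons. Counts halved to read pairs gave 17, 40, 1544 and 403 genes, and fits of only the 2 time points compared 7, 26, 1566 and 538. The numbers called in the first and second comparison thus depended strongly on these choices. With the number of reads mapped to both species as library size, 4547 genes were higher at 6 dpi than at 12 hpi, and with every library thinned to the smallest total the genes called fell to 37 from 3 to 6 dpi and to 60 from 12 hpi to 6 dpi. On simulated counts with 200 of the 4555 genes changed 4-fold, the test recovered 28% of them from 12 to 24 hpi, 59% from 24 hpi to 3 dpi, 100% from 3 to 6 dpi and 55.5% from 12 hpi to 6 dpi, so the numbers of changed genes also follow the depth. Among the called genes with no overlap between the libraries of 12 hpi and 6 dpi, En-g712 had 0 counts in the 12 hpi libraries and 5918 at 6 dpi, with a TMM-normalized level of 1423 ± 186 CPM (SD, n = 3), and by library totals at least 9.53-fold higher than a limit of 3 read pairs (6 counts) over the 12 hpi libraries, or 19.1-fold higher than one of 3 counts. En-g859 had 0 counts at 12 hpi and 3355 at 6 dpi, at least 5.40-fold higher by the limit of 3 read pairs, or 10.8-fold by that of 3 counts. En-g6457 fell from 261 ± 191 CPM at 12 hpi to 6.81 ± 2.15 at 6 dpi, a log2 fold change of -5.14 (standard error 0.86, adjusted p = 2.95e-07 from edgeR), on 14 and 28 counts. En-g596 fell from 626 ± 334 to 20.0 ± 4.86 CPM, a log2 fold change of -5.05 (standard error 0.50, adjusted p = 1.59e-19 from edgeR), on 40 and 83 counts.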

### Assessing genetic diversity

Illumina pair-end genomic sequence reads from each isolate were mapped onto the C-strain scaffold using Bowtie2 (−−end-to-end --sensitive; [92]). Mapping metrics are reported in Additional file 4: Table S2. Non-uniquely mapped reads and optical duplicates were removed with samtools (version 0.1.19; [95]) and Picardtools (version 1.104), respectively. The GATK (version 2.4.3) RealignerTargetCreator and IndelRealigner programs were applied to realign the reads mapped on indel sites. The GATK UnifiedGenotyper was then used to identify SNPs with parameters --glm SNP --min_base_quality_score 20 --ploidy 1 --outputmode EMIT_VARIANT_ONLY. VCF files generated by GATK were then parsed with custom perl scripts to extract counts of intergenic, intronic, and exonic variants. To identify genes that are polymorphic and under positive selection we applied the same procedure as described in [96]. Synthetic sequences incorporating the GATK-detected SNPs were generated using the GATK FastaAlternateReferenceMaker tools. Orthologous transcripts were then aligned using ClustalW and subjected to pair-wise polymorphism and positive selection analysis using the program Yn00 [97]. Any pair-wise comparisons that yielded a dN value > 0 were classified as polymorphic and those with dN/dS values > 1 were classified as under positive selection. SSR fingerprinting was carried out as described in Additional file 3: Text S1 (see also Additional files 18, 19 and 20 for additional information). Missing core-eukaryotic genes in the 5 isolates (Additional file 21: Table S14) were identified as described in Additional file 3: Text S1.

### Estimation of genome-wide copy number variation

Sequence depth of coverage was used to identify CNV loci in the five *E. necator* isolates using CNV-seq [45]. Because CNV-seq requires a control sample for comparison, we performed all possible pair-wise comparisons of the 5 genomes. BAM files filtered to exclude ambiguous mapping and optical duplications as described above were used as input for CNV-seq analysis, which was performed with the parameters --global-normalization --genome-size 120000000 --annotate --p-value 0.001. Gene copy numbers were measured using quantitative PCR. DNA was extracted as described above. Additional file 17: Table S10 lists all qPCR amplified genes and their corresponding primers. qPCR was performed on an Applied Biosystems 7500 PCR System using Power SYBR Green Master Mix. All qRT-PCR reactions were run in triplicates and performed with the following cycling conditions: 50°C for 2 min, 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 60 s. Primer efficiencies were calculated using 4-fold DNA dilutions (1:1, 1:4, 1:16, 1:64, and 1:256) in duplicate. The efficiencies of the primer sets used in this study were all above 90% (Additional file 17: Table S10). Specificity of the primers was checked by analyzing dissociation curves ranging from 60 to 95°C. The 2^−ΔΔ*CT*^ method was used to normalize and calibrate *CYP51* copy numbers as described in [98]. Data were normalized to the *E. necator* single copy elongation factor gene *EnEF1* (*En-g1817*; Figure 2A) by subtracting the *EnEF1* Ct value and using Branching DNA (1 *CYP51* copy) as a calibrator to adjust for any minor variance among the DNA dilution quantities of the different samples as follows: ΔΔ*CT* = (Ct, CYP51 – Ct, *EnEF1*)_x_ – (Ct, CYP51 – Ct, *EnEF1*)_y_, where x = test sample and y = Branching isolate. *CYP51* alleles were determined by PCR as described in [16] and confirmed by Sanger sequencing of PCR amplicons generated using primers listed in Additional file 17: Table S10, and the following PCR conditions: 95°C for 1 min, 46 cycles of 95°C for 15 s, 63°C for 30 s, 68°C for 30 s, and a final extension of 68°C for 7 min.

### Measurement of *CYP51*expression by qRT-PCR

Detached Carignan leaves were inoculated with *E. necator* conidia and RNA was collected 1 and 5 days after inoculation as described above. cDNA was prepared from the isolated RNA using M-MLV Reverse Transcriptase (Promega). All qRT-PCR reactions were performed as follows: 50°C for 2 min, 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 60 s. The *E. necator* elongation factor gene (*En-g1817* or *EnEF1*; Additional file 17: Table S10), whose expression was confirmed to be constant across inoculation time points (Additional file 10: Table S6), was used as the reference gene and processed in parallel with the genes of interest. 

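EnEF1 had 61, 65 and 108 counts in the libraries of 12 hpi, 150, 200 and 93 at 24 hpi, 3414, 3624 and 3142 at 3 dpi, and 8284, 14998 and 15539 at 6 dpi. The TMM-normalized level was 3960 ± 106 CPM (SD, n = 3) at 12 hpi, 6395 ± 766 at 24 hpi, 11154 ± 1102 at 3 dpi and 9069 ± 542 at 6 dpi. These levels differed between time points by more than the spread between libraries (adjusted p = 3.78e-11 from edgeR's quasi-likelihood test over the 4 time points). The exact permutation p was 6.49e-05, the smallest the assignments can give. Relative to library totals the level was 5077 ± 863 CPM at 12 hpi, 7119 ± 356 at 24 hpi, 9236 ± 607 at 3 dpi and 7704 ± 608 at 6 dpi (exact permutation test, p = 0.000195). From 12 hpi to 6 dpi the log2 fold change was 1.19 with TMM (standard error 0.20, adjusted p = 3.31e-07 from edgeR) and 0.62 with library totals (adjusted p = 0.00424). With each library left out in turn, the log2 fold change with TMM stayed between 1.15 and 1.34. From 24 hpi to 3 dpi it was 0.80 (adjusted p = 0.0112 from edgeR), a call that was lost with library totals (0.37, adjusted p = 0.313), with RLE size factors (0.56, adjusted p = 0.0955), with thinned libraries (adjusted p = 0.708), with those time points fitted alone (adjusted p = 0.146), without 24 hpi replicate 3 (adjusted p = 0.0606) and without 3 dpi replicate 1 (adjusted p = 0.0792), and over the alternatives the adjusted p ran from 1.93e-27 to 0.708. From 12 to 24 hpi the log2 fold change was 0.70 (adjusted p = 0.0547 from edgeR), with adjusted p from 0.0137 to 0.427 over the alternatives. It was called by DESeq2 (0.0346), with no filter on low counts (0.0137), with a mean count of at least 10 (0.0320), without 12 hpi replicate 3 (0.0448) and without 24 hpi replicate 3 (0.0285). From 3 to 6 dpi it was -0.30 and no change was called (adjusted p = 0.246 from edgeR), except relative to the reads mapped to both species, where EnEF1 rose. The β-tubulin gene EnBT had TMM-normalized levels of 788 ± 315, 1581 ± 274, 3012 ± 444 and 1471 ± 145 CPM (SD, n = 3) at 12 hpi, 24 hpi, 3 dpi and 6 dpi, and EnCYP51 had 1371 ± 549, 2450 ± 432, 2840 ± 241 and 2023 ± 77.3. The paper states that EnEF1 expression was constant across time points and uses it as the reference gene. Its qRT-PCR scaled to EnEF1 did not use 12 hpi, and 24 hpi was not tested against 6 dpi here. Between those time points the mean ± SD ranges of EnEF1 overlapped by library totals but not with TMM.

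**Figure D3:**
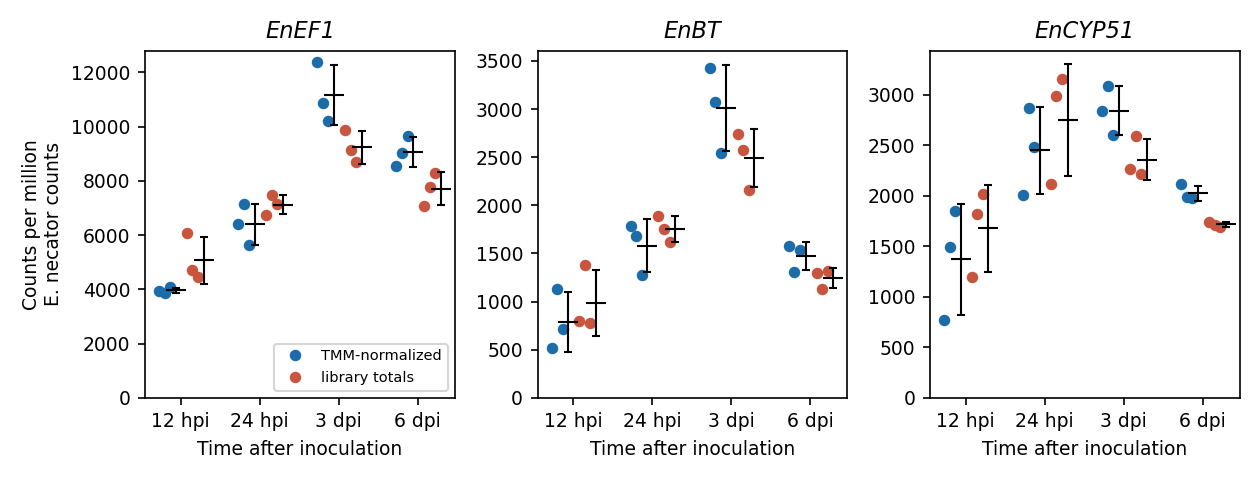
CPM of E. necator counts for EnEF1, EnBT and EnCYP51 against the time after inoculation, TMM-normalized (blue) and relative to library totals (red). Each dot is a library, and bars with whiskers are the mean ± SD of 3 libraries. The 3 EnEF1 libraries of 12 hpi lie below every library of 24 hpi, 3 dpi and 6 dpi on either scale.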

All expression values are presented as fold-*EnEF1* (number of target molecules/number of EF1 molecules), calculated using the ΔCt method as described in [49].

### Fungicide resistance testing of *E. necator*isolates

Carignan leaves were surface sterilized as described above. A cork borer was used to cut 16 mm diameter leaf disks, and the disks were placed in 6-well tissue culture plates containing 0.8% water agar medium. Rally® 40WSP fungicide (active ingredient: 40% myclobutanil) was applied to the surface of each leaf disk at 7 different concentrations in triplicate with concentrations ranging from 0 to 50 mg/L of the active ingredient. 50 µL of each fungicide dilution was applied to the surface of the leaf disk, and the residual liquid was allowed to evaporate. After 24 hours, the leaf disks were inoculated with one of the five *E. necator* isolates. Each inoculum was prepared as a suspension of 10^5^ conidia/mL in 0.001% Tween, and 30 µL was pipetted onto each leaf disk. The liquid was allowed to evaporate, and the plates were stored at ambient conditions. Eight days post inoculation, combined leaf and fungal DNA was extracted from each disk using the CTAB method and fungal biomass accumulation was determined by qPCR amplification of the *E. necator* elongation factor *EnEF1*. DNA accumulation levels were linearized with the formula 2 ^– (*EnEF1* Ct – *VvACT* Ct)^ using the grape actin gene as reference (Additional file 17: Table S10), which was confirmed not to change with the progression of infection, as reference. To account for growth rate differences among isolates in absence of the fungicide, growth results in the presence of the fungicide were calculated as the percentage of the fungal biomass accumulation in the absence of the fungicide. Relative growth values across all fungicide concentrations are shown in Figure 6E and Additional file 16: Figure S6B.

### Data access

The whole genome shotgun projects have been deposited in the GenBank database [accession nos. JNVN00000000 (isolate C-strain), JNUS00000000 (isolate Branching), JNUT00000000 (isolate Ranch9), JOKO00000000 (isolate e1-101), and JNUU00000000 (isolate Lodi)]. RNA-sequencing data used in this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database, http://www.ncbi.nlm.nih.gov/geo (no. GSE58958). The raw reads are available via Sequence Read Archive project no. SRP043708 (accession nos. SRX642773 - SRX642784).

## Electronic supplementary material

Additional file 1: Table S1: *E. necator* isolates used in this study.

Additional file 2: Figure S1: Genetic structure of the *E. necator* isolates used in this study. (A) Un-weighted Neighbor-Joining tree constructed with genotypic data from 11 SSR markers with 82 unique haplotypes using DARWIN software. The color-coding of samples is based on the STRUCTURE program clustering from K1 to K4 (see Additional file 18: Table S11). The five isolates that were sequenced are marked by a closed circle. Label colors correspond to the genetic cluster the isolate belongs to based on STRUCTURE analysis. Some admixed samples were grouped together with samples from other populations. (B) Graphical presentation of the estimated membership coefficient, Q, for each of the 82 unique haplotypes in each of four genetic clusters (K). The most likely value of K inferred by STRUCTURE was 4. Each sample is shown as a horizontal line; the colored segments represent the proportion of the Q in each of the four ancestral genetic clusters. Individuals within each cluster are arranged according to the estimated cluster membership proportions (Q value). Detail of accessions in each cluster is provided in Additional file 18: Table S11.

Additional file 3: Text S1: Supplementary Material and Methods, Supplementary Results, Supplementary References.

Additional file 4: Table S2: DNA sequencing and genome assembly statistics.

Additional file 5: Table S3: SNP density and ratio of transition/transversion (Tr/Tv) nucleotidic changes in intergenic, exonic, and intronic sequences.

Additional file 6: Figure S2: Analysis of the repetitive fraction of the *E. necator* genome. **(A)** Scatterplot showing the relation between scaffold length and sequencing coverage. The highly fragmented and gene-poor fraction of the assemblies shows higher sequencing depth than the long and gene-rich contigs, whose coverage match the median (and expected) value (red dashed line; 76X). **(B)** Bar plot showing the proportion of sequencing reads that mapped on the repetitive fraction of the *E. necator* genome. **(C)** Bar plot showing the size of copy number variant loci encompassing the annotated repetitive regions. **(D)** Bar plot showing the total number of RNA-seq reads that mapped on the annotated repetitive regions.

Additional file 7: Table S4: Time-course RNA-seq sequencing and mapping statistics.

Additional file 8: Figure S3: Transcriptome sequencing and gene prediction. **(A)** Proportion of *V. vinifera* and *E. necator* reads in the RNA-seq reads at each time point (hpi = hours post inoculation, dpi = days post inoculation). **(B)** Scatter plot showing the correlation between the expression of *EnCYP51* and β-tubulin gene (*EnBT*) measured by RT-qPCR and the total *E. necator* RNA-seq reads. Expression values are presented as fold-*EnCYP51 or EnBT* (number of *EnCYP51* molecules/number of *VvACTIN* molecules), calculated using the ΔCt method as described in [49]. **(C)** Diagram describing the pipeline used for gene prediction. **(D-F)** Histograms showing size distribution of exons ((D) mean size = 526.5 bp), introns ((E) mean size = 83.7 bp), and intergenic space ((F) mean size = 3,745.6 bp). **(G)** Scatter plot showing the relation between the median size of the intergenic space in each scaffold, scaffold length, and the number of genes per scaffold. Short and gene-poor scaffolds show the largest median intergenic space (top left), while long and gene-rich scaffolds (bottom right) show the smallest median intergenic space. **(H-J)** Bar graphs showing the total number of genes **(H)**, CAZy genes **(I)**, and CSEPs **(J)** mapped by the RNA-seq data during the infection time course.

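Of the 150 CSEPs, 91 (60.7%) had at least 1 count in at least 1 of the 3 libraries at 12 hpi, 81 (54%) at 24 hpi, 131 (87.3%) at 3 dpi and 96% at 6 dpi, and 102 had a count at 12 or 24 hpi. The SD of this number between single libraries was 13.1 at 12 hpi, 1.53 at 24 hpi, 3.51 at 3 dpi and 3.61 at 6 dpi (n = 3). With a count in at least 2 of the 3 libraries required, 68, 53, 115 and 139 CSEPs were detected, and with a count in all 3, 38, 32, 103 and 128. With every library thinned to the smallest total, the expected number was 85.9 at 12 hpi, 72.2 at 24 hpi, 78.3 at 3 dpi and 68.0 at 6 dpi, so that the rise in detected CSEPs with time did not hold at equal depth. The CAZy genes are not analysed here.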

Additional file 9: Table S5: Summary of the *E. necator* predicted proteome and comparison with other sequenced fungal genomes and the GenBank nr collection of Ascomycete peptides.

Additional file 10: Table S6: Gene Annotation, GenBank locus tags, CNV, and RNA-seq counts.

Additional file 11: Figure S4: Characterization of the *E. necator* predicted proteome. **(A)** Venn diagram showing the overlap between predicted peptides with features associated with candidate effectors. Venn diagrams **(B-G)** showing the overlapping *E. necator* predicted peptides **(B)**, CSEPs **(C)**, and CAZymes (D-G; CEs = carbohydrate esterases; CBMs = carbohydrate binding modules; GTs = glycosyltransferases; GHs = glycosylhydrolases) matching the scaffolds of *B. graminis* f.sp. *hordei* (Bgh), *B. graminis* f.sp. *tritici* (Bgt), *G. orontii*, or *E. pisi* (TBLASTN, e-value < 10^−3^). (H) Venn diagram showing the number of unique or overlapping copy number variant protein-coding genes in the five sequenced *E. necator* isolates.

Additional file 12: Table S7: Result of pairwise reciprocal BLASTP searches.

Additional file 13: Table S8: Molecular function GO term enrichment of putative secreted genes.

Additional file 14: Table S9: Features of 150 E. *necator* candidate secreted effector (CSEPs).

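The CSEPs took 2.81 ± 0.187% of the E. necator counts (SD, n = 3) at 12 hpi, 1.87 ± 0.213% at 24 hpi, 1.61 ± 0.0841% at 3 dpi and 1.17 ± 0.0454% at 6 dpi. The shares differed between time points by more than the spread between libraries (exact permutation test over the 4 time points, p = 0.00013), and each library of 12 hpi had a larger share than every later library. Without the CSEP with the most counts the exact permutation p was 0.000195. The counts on CSEPs summed to 1370 at 12 hpi, 1143 at 24 hpi, 17761 at 3 dpi and 57754 at 6 dpi, and 73 CSEPs passed the filter for testing. As a set against the other tested genes (limma's camera test, two-sided, adjusted over 4 comparisons), the CSEPs were lower at 24 hpi than at 12 hpi, with a median log2 fold change of -1.20 against 0.11 for the other genes (adjusted p = 7.95e-08). They were lower at 6 dpi than at 3 dpi, with -0.59 against -0.01 (adjusted p = 3.06e-05 from limma), and lower at 6 dpi than at 12 hpi, with -1.24 against 0.53 (adjusted p = 2.06e-21 from limma). The differences between these medians were -1.31, -0.58 and -1.77 with TMM and -1.34, -0.58 and -1.77 with library totals. They were -0.12, -0.34 and -0.92 with no filter on low counts, and -1.22, -0.00 and -1.77 with every library thinned to the smallest total, where the call from 3 to 6 dpi was lost (adjusted p = 0.142 from limma). From 24 hpi to 3 dpi no difference was called (adjusted p = 0.0553 from limma). There the median log2 fold change of the CSEPs, 0.25, lay below the 0.40 of the other genes, their mean of 0.75 lay above it, and the direction was down by camera and up by fry. Without 24 hpi replicate 1, camera called the CSEPs lower in this comparison (adjusted p = 0.0249 from limma), as it did without 3 dpi replicate 3 (0.0308). The other 3 calls held with fry (adjusted p = 0.0199, 0.00159 and 0.00159 from limma) and with the correlation estimated from the data (0.0181, 0.0284 and 0.00207). The 5 CSEPs with the highest mean level at 12 hpi were En-g61, En-g100, En-g597, En-g81 and En-g380, with 102, 92, 75, 64 and 54 counts over the 3 libraries. En-g61, annotated as a putative extracellular matrix protein, rose from 12 to 24 hpi by a log2 fold change of 0.99 (standard error 0.27, adjusted p = 0.0326 from edgeR). That call was lost with the mapped reads of both species as library size (1.06, adjusted p = 0.344), library totals (0.82, adjusted p = 0.0508), RLE size factors (0.0603), thinned libraries (0.458), halved counts (0.0744) and those time points fitted alone (0.255), and over the alternatives the adjusted p ran from 0.0151 to 0.458. The call was also lost without 12 hpi replicate 1 (adjusted p = 0.138 from edgeR), 12 hpi replicate 2 (0.104), 24 hpi replicate 1 (0.124), 24 hpi replicate 2 (0.201), 3 dpi replicate 2 (0.0543) and 6 dpi replicate 3 (0.0592). The hypothetical protein En-g597 fell by 1.93 on the log2 scale from 12 to 24 hpi (standard error 0.46, adjusted p = 0.00661 from edgeR), but without 12 hpi replicate 3 its adjusted p was 0.0547 and without 24 hpi replicate 3 it was 0.0544. Its call was lost too with the mapped reads of both species as library size (adjusted p = 0.220 from edgeR), thinned libraries (0.228), halved counts (0.0609) and those time points fitted alone (0.112). From 24 hpi to 3 dpi no CSEP met the conditions for naming. From 3 to 6 dpi 33 CSEPs changed. Among those with no overlap between libraries, the largest rises were those of En-g557 (log2 fold change 2.90, adjusted p = 2.19e-14 from edgeR) and En-g152 (2.78, adjusted p = 1.41e-16), and the largest falls those of En-g602 (-3.78, adjusted p = 1.15e-23) and En-g519 (-3.03, adjusted p = 1.68e-11). With every library thinned to the smallest total the calls of En-g557, En-g152 and En-g519 were lost (adjusted p = 0.976, 0.227 and 0.877 from edgeR), and that of En-g519 was lost too with the mapped reads of both species as library size (-1.09, adjusted p = 0.0895).

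**Figure D4:**
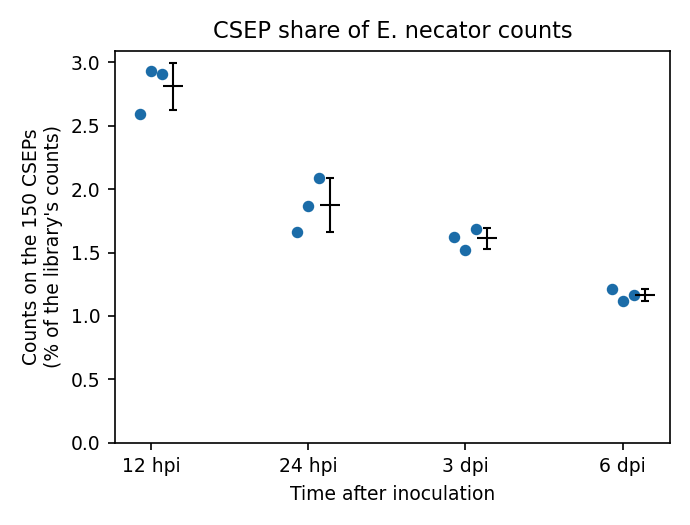
Counts on the 150 CSEPs as a percent of each library's E. necator counts against the time after inoculation. Each dot is a library, and bars with whiskers are the mean ± SD of 3 libraries. The libraries of 12 hpi lie between 2.59% and 2.93% and those of 6 dpi between 1.12% and 1.21%.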

Additional file 15: Figure S5: Presence of the *EnCYP51* mutant allele (Y136F) conferring DMI resistance in isolates collected from fungicide-treated vineyards. The three isolates collected from fungicide-sprayed vineyards (C-strain, Lodi, and Ranch9) showed multiple copies of *EnCYP51* with all copies containing the Y136F mutation, while the two isolates from vineyards not treated with fungicides (e1-101 and Branching) each contained a singly copy of the wild type, fungicide susceptible *EnCYP51* allele. **(A)** Diagram of sequencing read coverage and the presence of Y136F mutation. Boxed solid red line represents the presence of only one allele at the 136 position of *EnCYP51*. Multicolored lines represent positions with mixed alleles in other regions. **(B)** Sanger sequencing chromatogram of *EnCYP51.* Single peaks at the 136 position confirm that all duplicated copies are in the same allelic form. All 94 California isolates were genotyped as described in [16] and allelic form were validated by Sanger sequencing. **(C)** Protein alignment of *EnCYP51* shows that the Y136F substitution was the only non-synonymous polymorphism detected across the isolates.

Additional file 16: Figure S6: Fungicide resistance testing of *E. necator* isolates. Eight *E. necator* isolates were grown on leaf disks with and without DMI fungicide application (Rally® 40WSP). Results are an average of two separate trials, each with 3 independent replicates. Allelic form (WT = wild type, M = Y136F mutant) and *EnCYP51* copy number estimated by qPCR are indicated in parentheses. **(A)** Box plot showing biomass accumulation in the absence of fungicide determined by qPCR amplification of the *E. necator* elongation factor *EnEF1*. **(B)** Boxplot showing the distribution of relative growth values. DNA accumulation levels were linearized with the formula 2 ^– (*EnEF1* Ct – *VvACT* Ct)^ using the grape actin gene as reference. Growth results are reported as a percentage of the fungal biomass in the absence of fungicide (shown in (A)) to account for growth rate differences between the isolates in the absence of fungicide.

Additional file 17: Table S10: Primer sequences used in this study.

Additional file 18: Table S11: The estimated membership coefficients (Q values) for 82 isolates in each of the four genetic clusters (K) inferred by STRUCTURE. Isolates that were admix with Q-values less than 70% are in light grey color for each cluster.

Additional file 19: Table S12: Microsatellite allele frequencies of *E. necator* isolates in this study. Allele sizes are reported in base pairs (bp). Frequency of alleles were calculated for California samples (61 unique haplotypes) and comparisons were made after the addition of four reference samples from the Eastern USA and synthetic data of Type-A and B isolates. Bold and italicized microsatellite alleles were observed only in isolates from California.

Additional file 20: Table S13: Microsatellite marker allele data for 94 *E. necator* isolates from California. Four isolates (bold and Italicized) previously used in [25] from the Eastern USA were used as reference in this study to transform data between two study sets. Samples with missing data are shown as ‘ND’. Five isolates denoted with * were used for sequencing.

Additional file 21: Table S14: Missing core ascomycete genes in *E. necator* and their presence (+) or absence (−) in the other sequenced powdery mildew pathogens.

# Supplementary material for: Adaptive genomic structural variation in the grape powdery mildew pathogen, Erysiphe necator
**Source:** BMC Genomics. 2014 Dec 9;15(1):1081. doi: 10.1186/1471-2164-15-1081
**Supplement:** Supplementary file 15 — Additional file 15: Figure S5: Presence of the EnCYP51 mutant allele (Y136F) conferring DMI resistance in isolates collected from fungicide-treated vineyards. The three isolates collected from fungicide-sprayed vineyards (C-strain, Lodi, and Ranch9) showed multiple copies of EnCYP51 with all copies containing the Y136F mutation, while the two isolates from vineyards not treated with fungicides (e1-101 and Branching) each contained a singly copy of the wild type, fungicide susceptible EnCYP51 allele. (A) Diagram of sequencing read coverage and the presence of Y136F mutation. Boxed solid red line represents the presence of only one allele at the 136 position of EnCYP51. Multicolored lines represent positions with mixed alleles in other regions. (B) Sanger sequencing chromatogram of EnCYP51. Single peaks at the 136 position confirm that all duplicated copies are in the same allelic form. All 94 California isolates were genotyped as described in [16] and allelic form were validated by Sanger sequencing. (C) Protein alignment of EnCYP51 shows that the Y136F substitution was the only non-synonymous polymorphism detected across the isolates.

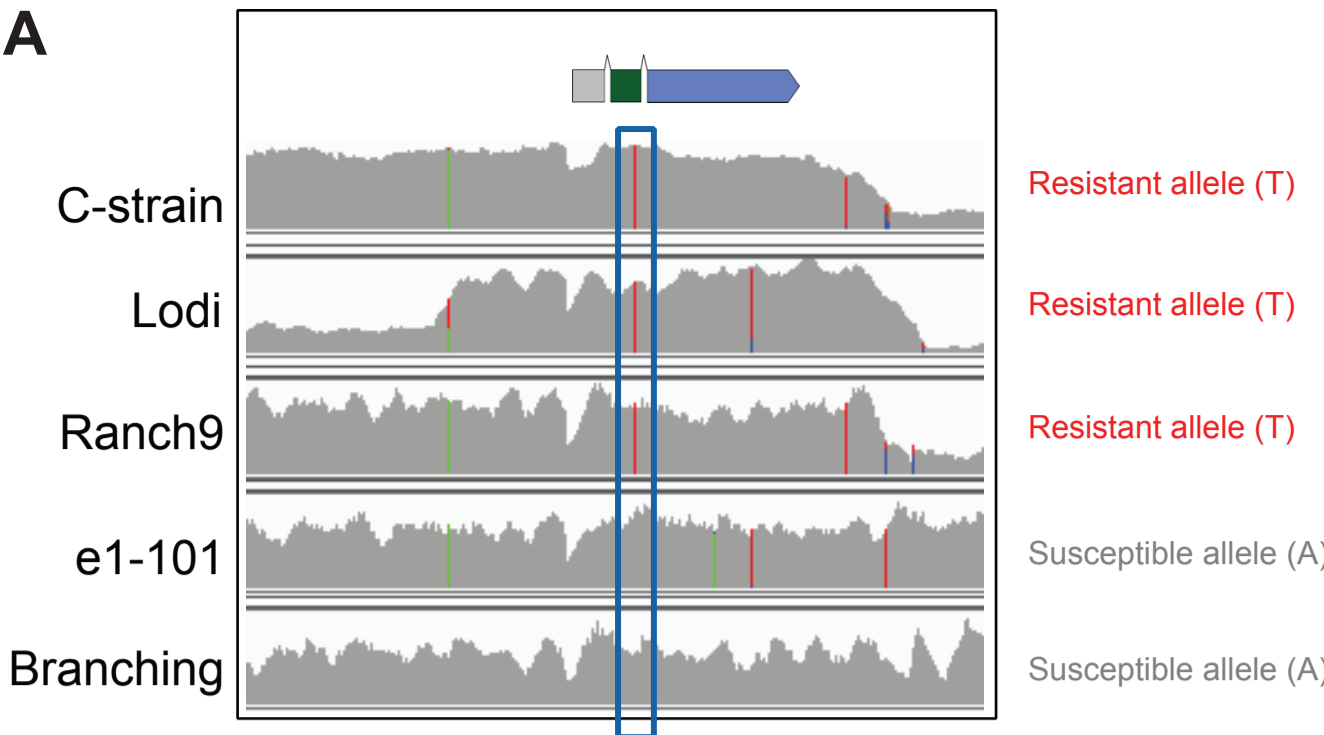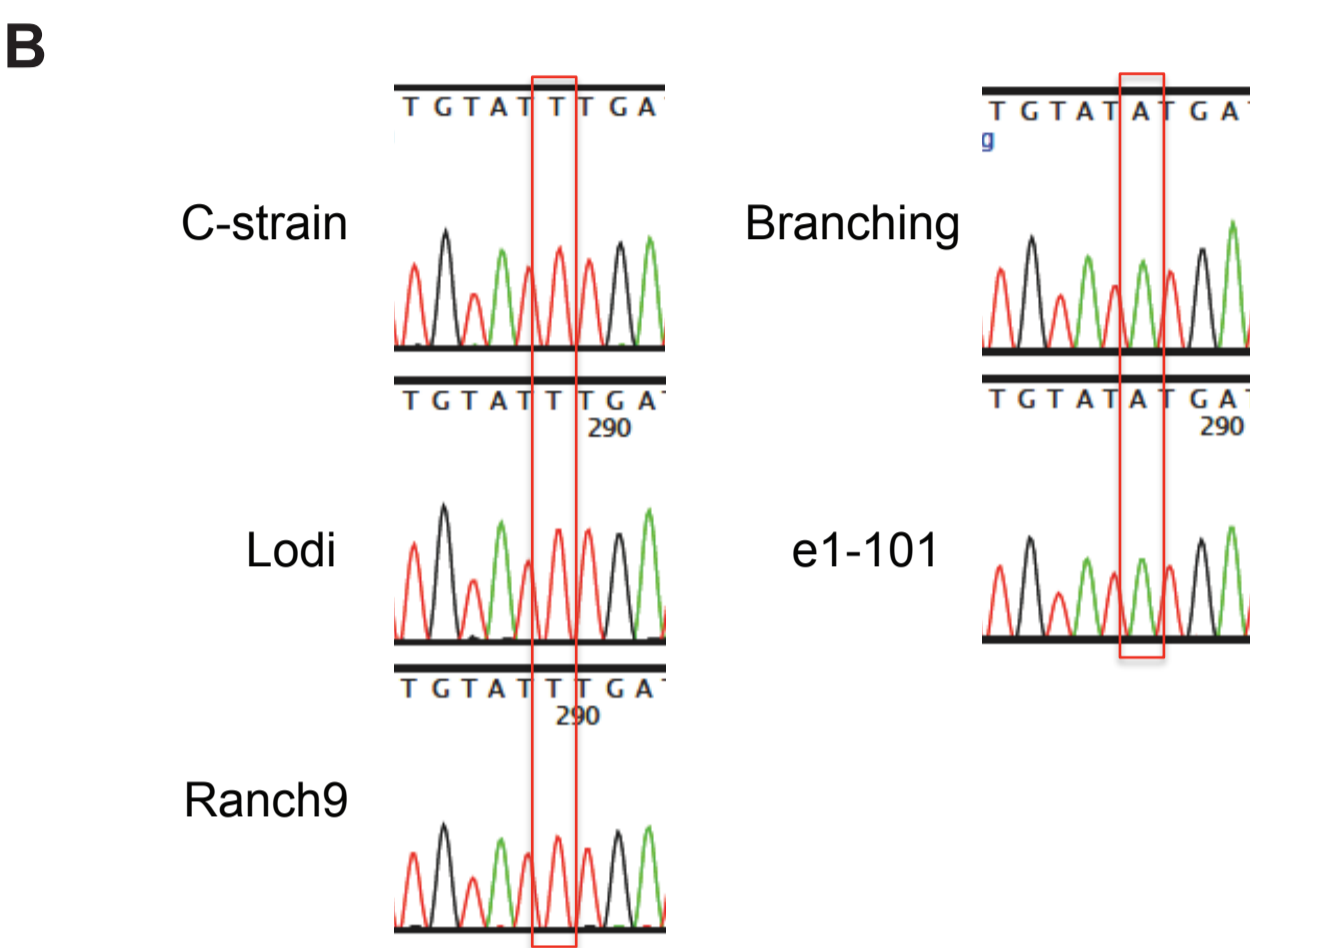

**C**

How the deposited data were processed for this re-analysis (not part of the article)

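The data are 12 RNA-seq libraries of Carignan leaves inoculated with the C-strain isolate of E. necator, 3 at each of 12 hpi, 24 hpi, 3 dpi and 6 dpi. The authors trimmed and filtered the paired reads with scythe and sickle, aligned them with Bowtie2 to a combined reference of the predicted E. necator transcripts and the grapevine genome scaffolds, discarded mappings of low quality and deposited raw counts per gene. These deposited counts were used with no unit change, and 0 columns of the table were left unused. The 1 blank value of the deposited counts was taken as 0 from Table S6. Both reads of a pair appear to enter the authors' counts, since most low counts are even, so counting limits cover fewer independent fragments than counts. No genome or annotation of E. necator was used, and genes are named by the identifiers of the deposited table, with names from Tables S6, S9 and S10. Of Table S6, the first 1538 of its 6533 genes were used, and no test was run on that part.

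Counts summed to between 10064 and 24287 per library at 12 hpi (median 13762), 13011 and 26807 at 24 hpi (median 22223), 345205 and 397005 at 3 dpi (median 361574), and 1172399 and 1929912 at 6 dpi (median 1877666) in the deposited table. A count of 0 was given an upper limit of 3 counts over the libraries of a time point. That limit was 62.4 CPM at 12 hpi and 0.602 at 6 dpi by the deposited counts (125 and 1.20 for 3 read pairs), and it covers counting error only. Between replicate libraries of 1 time point the chi-square per degree of freedom ran from 1.98 to 8.88 over genes with at least 10 summed deposited counts. Values near 2, those of 12 and 24 hpi, are what sampling alone gives when both reads of a pair are counted. None lay near 0, so no library was taken as a duplicate.

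Differences between time points were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr by time point, quasi-likelihood F-test, Benjamini-Hochberg adjusted p under 0.05), with all 12 libraries in 1 fit and no block. The filter left 4555 of 6533 genes. The study's methods name DESeq, without a threshold or the time points compared in the paper's text, so consecutive time points, and 6 dpi against 12 hpi, were taken. CSEPs as a set were tested with camera in limma 3.58.1, with a preset correlation of 0.01, and with fry. Shares of counts and EnEF1 levels were tested by exact permutation over the 369600 assignments of 12 libraries to 4 groups of 3, whose smallest p is 6.49e-05. Between 2 time points, 3 libraries against 3 allow no permutation p under 0.1. Permutation tests, figures and summaries used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The edgeR fit was tested on simulated counts for the 4555 genes, with 200 genes changed 4-fold. False calls made up 3.45% of the calls from 12 to 24 hpi, 4.84% from 24 hpi to 3 dpi, 4.76% from 3 to 6 dpi and 4.31% from 12 hpi to 6 dpi. The simulated libraries shared a common profile for the unchanged genes, and the counting of both reads of a pair was not simulated. These rates therefore do not cover paired reads or TMM factors that follow the depth.

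The designs and alternatives were fixed before the data were examined, except the added ones named in the closing section. The alternatives were RLE factors, library totals and TMMwsp in place of TMM, the mapped reads of both species as library size, no filter or a mean count of at least 10 over the deposited libraries, thinning every library to the smallest total of 10064, the replicate number as a block, DESeq2 1.42.0, fits of only the 2 time points compared, other rules for detection, and each library left out in turn. Genes named in the text are those the paper names by identifier, the ribonuclease-like and EKA-like CSEPs, the 5 CSEPs with the highest level at 12 hpi, and the 2 CSEPs with the largest rise and the 2 with the largest fall in each consecutive comparison. For 6 dpi against 12 hpi the 2 genes with the largest rise and the 2 with the largest fall over all genes were added. Rises and falls were ranked by the fitted log2 fold change among called genes with no overlap between libraries. Counts of a part of the genes in Table S6, which prints the authors' counts per library, were visible when this rule was written. The En-g5333 gene lies outside this rule and was chosen after its values were seen. A check of GC content or gene length was void, because sizes were at hand for 1538 of 6533 genes (23.5%). The qRT-PCR, genomic sequencing and CAZy data are not analysed here.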

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

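All tests of explanations in this part were chosen after the results were seen.

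Called genes with no overlap between libraries and with the 2 highest and 2 lowest fitted log2 fold changes from 12 hpi to 6 dpi lie outside those the paper discusses, and their counts pass the limit that a count of 0 allows. The fitted rises of En-g712 and En-g859 start from 0 counts, so they do not rank these genes above others. En-g712 had 5918 counts over the 3 libraries of 6 dpi and En-g859 had 3355, with 0 counts for either gene in the libraries of 12 hpi. Library size as the whole cause is argued against, since the share each had at 6 dpi would give 57.2 counts of En-g712 and 32.4 of En-g859 in the 12 hpi libraries together, above the limit of 3 counts and above the 6 of 3 read pairs. The fitted adjusted p from edgeR was 8.44e-16 for En-g712 and 4.69e-10 for En-g859. Reads shared with near-identical copies, which the authors' mapping filter would discard, were not tested. A change with the stage of infection stays open as a hypothesis.

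En-g6457 had 14 counts over the libraries of 12 hpi and 28 at 6 dpi, and En-g596 had 40 and 83, although the libraries of 6 dpi were far deeper. With library totals in place of TMM the log2 fold changes were -5.68 and -5.57, so the falls did not rest on TMM. Counts relative to the reads mapped to both species rose from 12 hpi to 3 dpi by 2.96 on the log2 scale for En-g6457 and 3.40 for En-g596. Any E. necator transcript rises on that scale as the fungus grows, so grapevine reads as the source of the 12 hpi counts cannot be told apart from E. necator reads by this rise. With each library left out in turn the highest adjusted p was 0.00895 for En-g6457 and 2.56e-06 for En-g596 (edgeR). When every library was thinned to the smallest total, the adjusted p was 0.251 and 0.0555, and over the alternatives it ran from 1.49e-11 to 0.323 for En-g6457 and from 7.25e-30 to 0.132 for En-g596. Relative to all reads of leaf and fungus, the change from 12 hpi to 6 dpi was a rise of 0.83 and 0.94 on the log2 scale, so the fall is relative to the other E. necator transcripts. Over 12 hpi, 24 hpi, 3 dpi and 6 dpi the mean level relative to library totals was 334, 55.6, 93.3 and 5.76 CPM for En-g6457 and 753, 147, 350 and 17.0 CPM for En-g596, where the 24 hpi levels rest on 3 and 7 counts. The fall of En-g596 from 12 to 24 hpi was called (adjusted p = 0.0150 from edgeR), but not with the mapped reads of both species as library size (0.220), thinned libraries (0.406), those time points fitted alone (0.196) or halved counts (0.101), nor without 12 hpi replicate 2 (0.0533), 12 hpi replicate 3 (0.209), 24 hpi replicate 1 (0.0929) or 24 hpi replicate 2 (0.191). That of En-g6457 was not called (adjusted p = 0.284 from edgeR). Reads shared with near-identical copies were not tested. A change with the stage of infection stays open as a hypothesis.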

How the results depend on the processing

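The rule of a normalized count of at least 1 in 2 of 3 libraries, the halving of counts to read pairs (for tests and before thinning) and the tests against other splits of the libraries were chosen after the results were seen.

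In the order 24 hpi against 12 hpi, 3 dpi against 24 hpi, 6 dpi against 3 dpi, 6 dpi against 12 hpi and all 4 time points, edgeR called 59, 66, 1062, 505 and 1328 genes. With the mapped reads of both species as library size, a scale that adds the growth of the fungus to each gene, the counts were 4, 4524, 4147, 4547 and 4554. Thinned to the smallest total they were 9, 2, 37, 60 and 127, which the lower depth explains by construction. DESeq2 called 137 and 102 genes in the first and second comparison and 2718 over the 4 time points. Fits of only the 2 time points compared called 7 and 26 genes in the first and second comparison, and counts halved to read pairs 17 and 40. From 24 hpi to 3 dpi RLE factors called 39 genes and library totals 34. The cause was not tested for DESeq2, halved counts, RLE factors, library totals or the count of 4. The other alternatives stayed within 1.5 times. Against other splits of the same 6 libraries, only the real one, 1 of 10 in each comparison of a pair of time points, gave as many genes, but 10 splits cannot exclude chance. Over the 4 time points 1 of 100 splits, the real one, gave as many genes (the largest other gave 158), which argues against a random split of the libraries. Because depth rose from the early to the late time points, these splits cannot tell time from depth.

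With each library left out in turn, the genes called from 12 to 24 hpi numbered 14 to 62, with 38 without 12 hpi replicate 1, 29 without 12 hpi replicate 2, 14 without 24 hpi replicate 1 and 25 without 24 hpi replicate 2. From 24 hpi to 3 dpi they numbered 17 to 81, with 23 without 24 hpi replicate 2, 20 without 24 hpi replicate 3, 17 without 3 dpi replicate 1 and 43 without 6 dpi replicate 3. From 3 to 6 dpi they numbered 574 to 1136, with 574 without 6 dpi replicate 2 and 597 without 6 dpi replicate 3. From 12 hpi to 6 dpi they numbered 335 to 545, with 335 without 12 hpi replicate 1, and over the 4 time points 872 to 1392, with 872 without 6 dpi replicate 2.

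No clear pairing of the libraries by replicate number was seen. The deviations of the 18 pairs of libraries with the same number from their group means had a mean correlation of 0.0175 across genes, against -0.00814 for 36 pairs with other numbers, and 2 of the 18 lay over 0.1. Both were pairs of the deeper 3 and 6 dpi libraries (0.180 and 0.196). There the remaining pair with the same number had -0.0971, and a pair with other numbers reached 0.213. Pairing is thus not excluded. With the replicate block, 46, 61, 836, 399 and 1057 genes were called, and the adjusted p of the CSEP set was 8.83e-08, 0.0588, 6.51e-05 and 8.87e-22 in the 4 comparisons. No call of a set changed, and of the named genes En-g924 lost its call from 3 to 6 dpi (0.0874).

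The EnEF1 difference over the 4 time points kept its call under every alternative run, with adjusted p from 6.38e-12 to 3.22e-07 with each library left out in turn. The CSEP share and E. necator share differences kept theirs too. The CSEP set kept its calls at 24 hpi against 12 hpi and at 6 dpi against 12 hpi under each alternative. At 6 dpi against 3 dpi the adjusted p was 0.142 with thinned libraries. At 3 dpi against 24 hpi, where no call was made, the set was called lower with the mapped reads of both species as library size (0.000224) and with halved counts (0.0195), fry gave the other direction (0.536), and with each library left out in turn the adjusted p ran from 0.0249, without 24 hpi replicate 1, and 0.0308, without 3 dpi replicate 3, both called, to 0.401. The cause was not tested.

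The percent of genes detected moved with the rule. A count in 2 of 3 libraries gave 49.1, 54.1, 83.8 and 94.2% at 12 hpi, 24 hpi, 3 dpi and 6 dpi, and in all 3 25.2, 30.5, 78.6 and 90.1%. A mean count of at least 1 gave 55.3, 59.7, 84.8 and 94.7%, and after DESeq size factors 77.9% at 3 dpi and 80.6% at 6 dpi. At least 5 summed counts gave 44.5, 49.5, 81.7 and 93.1%, and at least 10 gave 25.3, 29.8, 77.9 and 90.2%. Thinned libraries gave 69.3% at 3 dpi and 71.6% at 6 dpi, and thinned read pairs 61.4% at 24 hpi, 59.4% at 3 dpi and 61.4% at 6 dpi. Normalized counts of at least 1 in 2 of 3 libraries gave 49.1, 54.1, 77.5 and 80.6%. With each library left out in turn the percent was 57.8 to 66.3 at 12 hpi, 64.0 to 68.8 at 24 hpi and 87.6 to 88.1 at 3 dpi.

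The number of CSEPs detected at 12 hpi was 38 with all 3 libraries and 39 with 10 summed counts. At 24 hpi it was 53 with 2 of 3 libraries (raw or normalized), 32 with all 3, 47 with 5 and 20 with 10 summed counts. Thinned libraries gave 78.3 at 3 dpi and 68.0 at 6 dpi, and thinned read pairs 62.2 and 51.2.

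For 32 comparisons of named genes, which do not include those of En-g5823 and En-g924 from 3 to 6 dpi or of En-g596 from 12 to 24 hpi given in the other parts, every alternative was tallied. Of 384 values with 1 library left out, 352 stayed called or stayed uncalled. A call was lost in 25 and gained in 7, and 0 reversed a called change. The kept values include uncalled ones whose direction turned. From 12 hpi to 6 dpi the log2 fold change of En-g380 went from -0.03 to as much as 0.56. Of 352 under the other alternatives 288 stayed called or stayed uncalled, and 34 lost and 17 gained a call. Uncalled values whose direction turned are among the 288. EnCYP51 changed by 0.21 from 24 hpi to 3 dpi with TMM, but by -0.21 with library totals and -0.03 with DESeq2. In 13 the direction reversed with a call in either fit, all with the mapped reads of both species as library size. Those 13 were, on the log2 scale at 6 dpi against 3 dpi, En-g1817 (1.73), En-g1326 (0.96) and En-g1490 (1.49), and at 6 dpi against 12 hpi En-g4918 (5.42), En-g5823 (5.32), En-g405 (4.70), En-g437 (4.88), En-g61 (5.16), En-g100 (5.53), En-g597 (4.68), En-g380 (5.97), En-g6457 (0.83) and En-g596 (0.94). That scale adds the growth of the fungus by construction.

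Depth limits the early time points, where 1 count is a large step. On simulated 4-fold changes, 28% of the changed genes were recovered from 12 to 24 hpi and 100% from 3 to 6 dpi.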

Differences from the paper's values

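The scan of 838 settings, the rule of a normalized count of at least 1 in at least 2 of 3 libraries and the other thresholds found by the scan were chosen after the values were seen; the remaining settings named here were set before the data were examined.

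E. necator gene counts made up 0.0701% of the reads mapped to both species at 12 hpi, where the paper's Table S4 gives 0.169% for reads mapped to E. necator. At 24 hpi the value was 0.0832% and the paper's 0.323% (0.181% without 24 hpi replicate 1, which alone has 0.605%, where the value here becomes 0.0740%), at 3 dpi 1.71% and the paper's 2.58%, and at 6 dpi 6.68% and the paper's 11.2%. With the E. necator mapped reads of Table S4 as the numerator the values equal the paper's, and with the filtered reads as denominator (0.0533, 0.0632, 1.31 and 5.19%) they differ.

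At 24 hpi 81 CSEPs had a count in at least 1 of 3 libraries, and the paper's Table S9 lists 53 as present. A count in at least 2 of 3 libraries gave 53, a mean count of at least 1 gave 56, at least 5 summed counts gave 47 and thinned libraries gave 72.2, each less than 1.5 times from the paper's value. A count in all 3 libraries gave 32, a mean of at least 1 after DESeq size factors gave 81 and at least 10 summed counts gave 20, which differ from the paper's value. At 12 hpi 2 of 3 libraries gave 68 CSEPs, the paper's number, and at 3 and 6 dpi it gave 115 and 139, where the paper's numbers are 97 and 104. A mean of at least 1 after DESeq size factors gave 104 at 6 dpi and dropped 1 of the CSEPs the paper lists there.

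For the percent of genes detected, the paper gives 49.1% at 12 hpi and 80.6% at 6 dpi, and the values here were 69.6% and 97.1%, less than 1.5 times apart. A count in at least 2 of 3 libraries reached 49.1% at 12 hpi and a mean of at least 1 after DESeq size factors reached 80.6% at 6 dpi. Among 838 settings scanned against the paper's values, 5 gave all 600 calls of Table S9. One is a count divided by the DESeq size factor of at least 1 in at least 2 of 3 libraries, chosen after seeing the values, which gave 49.1% and 80.6% of genes and 68, 53, 97 and 104 CSEPs and dropped 0 of the paper's called items. The other 4 settings use the same counts with thresholds from 0.92. The paper's text does not name the rule.

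The paper states that the reference gene EnEF1 was constant across inoculation time points. Its TMM-normalized level rose from 3960 to 9069 CPM between 12 hpi and 6 dpi (log2 fold change 1.19, adjusted p = 3.31e-07 from edgeR), and by 0.62 on the log2 scale with library totals (adjusted p = 0.00424). Between 3 and 6 dpi no change was called (log2 fold change -0.30, adjusted p = 0.246 from edgeR). The paper's qRT-PCR scaled to EnEF1 did not use 12 hpi, and 24 hpi was not tested against 6 dpi here. At 24 hpi and 6 dpi the levels were 7119 ± 356 and 7704 ± 608 CPM by library totals (SD, n = 3). With TMM they were 6395 ± 766 and 9069 ± 542 CPM.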

Other observations

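The tests of explanations in this part were chosen after the results were seen, except that of library size, with reads thinned, on the percent of genes detected. The edgeR fits, DESeq2 and the scalings they draw on were planned, apart from the refits on 100 thinnings and the halving of counts.

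More genes had a count at 6 dpi than at 12 hpi. With every library thinned to the smallest total, the percent of genes detected at 6 dpi was 5.70 points above that at 12 hpi, less than the SD of 9.59 between single 12 hpi libraries. That SD is itself widened by the differences in depth between the 12 hpi libraries. With counts halved to read pairs before thinning, the difference was -0.837 points. Library size may thus explain most of the rise. Expression of more genes late in infection is not excluded.

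In each of the 12 libraries more genes had a count of 2 than of 1, with a lowest ratio of 2.39. This is consistent with both reads of a pair having been counted. No biological explanation was tested.

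The counts on CSEPs took a smaller share of E. necator counts at 6 dpi than at 12 hpi. Without the 10 genes with the most counts at 6 dpi, the lowest 12 hpi share was still 1.98 times the highest 6 dpi share, which argues against a few genes taking most of the counts. CSEP counts relative to the reads mapped to both species rose by 5.29 on the log2 scale from 12 hpi to 6 dpi, from 19.9 ± 7.84 to 775 ± 181 CPM (SD, n = 3). Any E. necator transcript rises on that scale as the fungus grows, so grapevine reads among the CSEP counts of 12 hpi stay open. Reads shared with near-identical copies and gene length were not tested. A larger share of these transcripts early in infection stays open as a hypothesis.

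The EnEF1 level was higher at 6 dpi than at 12 hpi. The lowest log2 fold change over RLE factors, library totals and TMMwsp was 0.62, with library totals, which argues against the normalization as the whole cause. In a first test, 1000 random thinnings of every library to the smallest total, 85% showed no overlap of the EnEF1 counts of 12 hpi and 6 dpi, short of the 95% asked. A second test, chosen after that share and the fit of 1 thinning were seen, refitted all genes on 100 random thinnings. In 100 of the 100 the log2 fold change was above 0 by more than 2 standard errors, with a median of 1.00, a lowest value of 0.78 and a highest adjusted p of 0.0299 (edgeR), which argues against library size as the whole cause. Reads shared with near-identical copies were not tested. A change with the stage of infection stays open as a hypothesis.

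EnCYP51 counts were set over EnEF1 counts, without correction for transcript length, so this ratio is not on the molecule scale of the paper's qRT-PCR. The ratio was 0.345 ± 0.133 (SD, n = 3) at 12 hpi, 0.385 ± 0.0651 at 24 hpi, 0.256 ± 0.0272 at 3 dpi and 0.224 ± 0.0212 at 6 dpi. The 12 hpi libraries gave 0.197, 0.385 and 0.454 and the 24 hpi libraries 0.313, 0.400 and 0.441. Of these only 12 hpi replicate 1, at 0.197, did not lie above every library of 3 and 6 dpi. The difference was not tested.

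The counts of the deposited table were between 16.8% and 99.7% of the reads that Table S4 lists as mapped to E. necator, the lowest in 24 hpi replicate 1 and the highest in 6 dpi replicate 2.

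En-g5333, chosen after its values were seen, took 0.190 ± 0.121% of the counts at 12 hpi, 0.0669 ± 0.0202% at 3 dpi and 4.05 ± 0.647% at 6 dpi (SD, n = 3), the largest share of any gene at 6 dpi. From 3 to 6 dpi its log2 fold change was 5.90 (standard error 0.22, adjusted p = 3.53e-108 from edgeR). No explanation was tested for it.

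Of the other genes the paper names by identifier, En-g3071, En-g3390 and En-g6054 did not pass the filter on low counts. They were not tested in the main fit, and had 82, 33 and 27 counts over the 6 dpi libraries. En-g5823 fell by 1.03 on the log2 scale from 3 to 6 dpi (adjusted p = 0.000735 from edgeR), a call lost with thinned libraries (0.877). With the mapped reads of both species as library size its direction turned to a rise of 0.96 that was not called (0.0602). En-g924 fell by 0.70 (adjusted p = 0.0398 from edgeR), a call lost with RLE factors (0.153), no filter (0.0593), a mean count of at least 10 (0.0556), thinned libraries (0.997), the replicate block (0.0874) and DESeq2 (0.0874), and without 3 dpi replicate 1 (0.232), 3 dpi replicate 2 (0.120), 6 dpi replicate 2 (0.305) or 6 dpi replicate 3 (0.248). Relative to the reads mapped to both species, En-g924 rose from 7.48 ± 2.79 CPM at 3 dpi to 18.0 ± 3.10 at 6 dpi (SD, n = 3). En-g4918 changed by -0.61 from 12 hpi to 6 dpi with TMM (adjusted p = 0.237 from edgeR) and was called lower with library totals (-1.15, adjusted p = 0.00857) and DESeq2 (-0.78, adjusted p = 0.0118). From 12 hpi to 6 dpi En-g5823 was not called with TMM (-0.70, adjusted p = 0.261 from edgeR) and was called lower with library totals (-1.24, adjusted p = 0.0280) and DESeq2 (-0.86, adjusted p = 0.0314). Relative to the reads mapped to both species both genes rose, by 5.42 for En-g4918 and 5.32 for En-g5823, below the median of 6.45 over all tested genes.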
